# A lectin receptor kinase as a potential sensor for extracellular nicotinamide adenine dinucleotide in *Arabidopsis thaliana*

**DOI:** 10.7554/eLife.25474

**Published:** 2017-07-19

**Authors:** Chenggang Wang, Mingqi Zhou, Xudong Zhang, Jin Yao, Yanping Zhang, Zhonglin Mou

**Keywords:** extracellular NAD+, cell-surface receptor, lectin receptor kinase, Arabidopsis thaliana, plant immune signaling molecule, basal immunity, *A. thaliana*

## Abstract

Nicotinamide adenine dinucleotide (NAD^+^) participates in intracellular and extracellular signaling events unrelated to metabolism. In animals, purinergic receptors are required for extracellular NAD^+^ (eNAD^+^) to evoke biological responses, indicating that eNAD^+^ may be sensed by cell-surface receptors. However, the identity of eNAD^+^-binding receptors still remains elusive. Here, we identify a lectin receptor kinase (LecRK), LecRK-I.8, as a potential eNAD^+^ receptor in *Arabidopsis*. The extracellular lectin domain of LecRK-I.8 binds NAD^+^ with a dissociation constant of 436.5 ± 104.8 nM, although much higher concentrations are needed to trigger in vivo responses. Mutations in *LecRK-I.8* inhibit NAD^+^-induced immune responses, whereas overexpression of *LecRK-I.8* enhances the *Arabidopsis* response to NAD^+^. Furthermore, *LecRK-I.8* is required for basal resistance against bacterial pathogens, substantiating a role for eNAD^+^ in plant immunity. Our results demonstrate that lectin receptors can potentially function as eNAD^+^-binding receptors and provide direct evidence for eNAD^+^ being an endogenous signaling molecule in plants.

**DOI:** http://dx.doi.org/10.7554/eLife.25474.001

## eLife digest

Plants and animals are generally healthy, despite being surrounded by many different microbes that have the potential to infect them and cause disease. This is because plants and animals are able to sense infections and promptly activate immune responses against them. A molecule known as NAD is involved in many processes inside healthy cells, but it can also act as a warning signal of infection. When an invading microbe damages a host cell, NAD leaks out of the damaged cell. Neighboring healthy cells sense this NAD and activate immune responses.

It is thought that specific receptor proteins on the surface of animal and plant cells are responsible for detecting NAD that has leaked out of damaged cells. However, the identities of these receptors were not known. Wang, Zhou et al. used genetics and biochemical techniques to investigate how cells in a plant known as *Arabidopsis* detect NAD.

The experiments reveal that a receptor protein called LecRK-I.8 can bind NAD via a section of the receptor known as the lectin domain. *Arabidopsis* plants with mutant forms of LecRK-I.8 are less able to activate immune responses when exposed to NAD compared to normal plants. Furthermore, the mutant plants are less able to defend themselves against *Pseudomonas syringae*, a bacterium that can infect many different plants. On the other hand, plants with higher levels of LecRK-I.8 than normal produce stronger immune responses to NAD.

The findings of Wang, Zhou et al. identify the first receptor on the surface of plant cells that can detect NAD. The next challenge is to find out if humans and other animals also use similar proteins to detect NAD during infections. In agriculture, bacterial infections can lead to major losses of crops. Therefore, these findings may help researchers to develop crop varieties that are more resistant to these infections.

**DOI:** http://dx.doi.org/10.7554/eLife.25474.002

## Introduction

The pyridine nucleotide NAD^+^ (nicotinamide adenine dinucleotide) not only serves as a ubiquitous coenzymatic redox carrier in metabolic reactions, but also participates in intracellular signal transduction (Berger et al., 2004; Noctor et al., 2006). NAD^+^ is the precursor of the second messenger cyclic ADP-ribose (cADPR), which triggers calcium (Ca^2+^) release from intracellular stores in various organisms (Galione and Churchill, 2000; Lee, 2001; Hunt et al., 2004; Ziegler, 2005). NAD^+^ also functions as the ADP-ribose donor and the acetyl group acceptor in protein ADP-ribosylation and deacetylation reactions, respectively (Jacobson and Jacobson, 1999; Bürkle, 2001; Denu, 2003; Jackson et al., 2003; Hunt et al., 2004). In response to environmental stimuli, cellular NAD^+^ can also be released into the extracellular space by active exocytosis or diffusion through transmembrane transporters in living cells or passive leakage across membrane in collapsed tissues (Bruzzone et al., 2001; Contreras et al., 2003; Seman et al., 2003; Adriouch et al., 2007). It has recently been shown that extracellular NAD^+^ (eNAD^+^) plays an important signaling role in numerous physiological and pathological processes (Billington et al., 2006; Haag et al., 2007; Adriouch et al., 2012).

In animal cells, eNAD^+^ can be processed by ectoenzymes such as CD38, CD157, and mono(ADP-ribosyl)transferases (ARTs) (Billington et al., 2006). CD38 is a multifunctional enzyme attached to the extracellular surface of the plasma membrane, which utilizes NAD^+^ as the substrate to produce cADPR (Ceni et al., 2003; De Flora et al., 2004; Krebs et al., 2005; Malavasi et al., 2006; Morabito et al., 2006; Partidá-Sánchez et al., 2007). ARTs are glycosylphoshpatidylinositol-anchored or secreted ectoenzymes that use NAD^+^ to ADP-ribosylate lipid raft-associated signaling proteins (Nemoto et al., 1996; Han et al., 2000; Seman et al., 2003; Bannas et al., 2005; Zolkiewska, 2005). eNAD^+^ may also be perceived by cell-surface receptors. Moreschi et al. (2006) reported that NAD^+^ promotes intracellular [Ca^2+^] elevation in the human purinoceptor P2Y_11_-tranfected astrocytoma cells, but not in untransfected cells. They also showed that, in human granulocytes, treatment with the selective and potent P2Y_11_ inhibitor NF157 and down-regulation of P2Y_11_ expression by short interference RNA, both prevented NAD^+^-induced intracellular [Ca^2+^] increases and chemotaxis (Moreschi et al., 2006). These results demonstrate that P2Y_11_ is involved in eNAD^+^-triggered transmembrane signaling. Several other studies using similar approaches have also indicated that purinoceptors, including P2Y_1_, P2X_1_, P2X_4_, and P2X_7_, are engaged in eNAD^+^-mediated signaling (Mutafova-Yambolieva et al., 2007; Grahnert et al., 2009; Klein et al., 2009). However, NAD^+^per se has never been demonstrated to bind to purinoceptors, and thus the identity of eNAD^+^ receptors still remains a mystery in animals.

In plants, NAD^+^ and its derivatives have also been shown to function in stress tolerance and/or defense signaling (Dutilleul et al., 2005; Adams-Phillips et al., 2010; PetriacqPétriacq et al., 2013). Overexpression of the bacterial NAD^+^ biosynthesis gene *nadC*, which increases intracellular NAD^+^ levels, enhances defense gene expression and bacterial pathogen resistance (Pétriacq et al., 2012). In contrast, mutations in *FLAGELLIN-INSENSITIVE4*, a de novo NAD^+^ biosynthesis gene, suppress stomatal immunity (Macho et al., 2012). Furthermore, overexpression of *Arabidopsis thaliana Nudix hydrolase homolog 6* (*AtNUDT6*), which encodes an ADP-ribose/NADH pyrophosphohydrolase, and knockout of *AtNUDT6*, *AtNUDT7*, or *AtNUDT8* lead to alterations of intracellular NADH levels and salicylic acid (SA)-mediated defense signaling (Bartsch et al., 2006; Ge et al., 2007; Ishikawa et al., 2010; Fonseca and Dong, 2014).

We have recently shown that exogenous NAD^+^ induces SA-dependent and -independent *PATHOGENESIS-RELATED* (*PR*) gene expression and disease resistance (Zhang and Mou, 2009). Importantly, we found that pathogen-induced hypersensitive response causes leakage of NAD^+^ into the extracellular fluid at concentrations sufficient to induce *PR* gene expression and disease resistance (Zhang and Mou, 2009). These results provided the first line of evidence that NAD^+^ may also play a signaling role in plant extracellular space. However, since proteins with significant homology to animal CD38/CD157, ARTs, and purinoceptors are absent in plants, it remains unclear if eNAD^+^ is an endogenous signaling molecule in plants and if plants use similar mechanisms to process or perceive eNAD^+^ (Hunt et al., 2004; Sánchez et al., 2004; Zolkiewska, 2005; Zhang and Mou, 2008). We have shown that expression of the human NAD^+^-metabolizing ectoenzyme CD38 partially compromises systemic acquired resistance (SAR) in *Arabidopsis* (Zhang and Mou, 2012), which strongly suggests that plants may use different mechanisms to sense eNAD^+^.

In order to understand eNAD^+^ and its signaling role in plants, we performed a forward genetic screen in *Arabidopsis* to identify mutants insensitive to exogenous NAD^+^ (*ien*) treatment (Zhang et al., 2012). Characterization of several *ien* mutants revealed that the Mediator complex subunits MED14/STRUWWELPETER and MED16/SENSITIVE TO FREEZING6 /IEN1 as well as the Elongator complex function downstream of eNAD^+^ (Zhang et al., 2012, 2013; An et al., 2016). However, no receptor genes were identified in the forward genetic screen. In this study, we employed a reverse genetic approach to identify eNAD^+^ receptors in *Arabidopsis*. We demonstrate that the lectin receptor kinase (LecRK), LecRK-I.8, is a potential eNAD^+^ receptor and plays a positive role in plant basal immunity. Our findings indicate that cell-surface lectin receptors can potentially act as eNAD^+^-sensing receptors and present direct evidence for eNAD^+^ being a novel endogenous signaling molecule in plants.

## Results

### Exogenous NAD^+^ induces profound transcriptome changes toward immune response

Thus far, we have only shown that exogenous application of NAD*^+^* induces *PR* gene expression in the model plant *Arabidopsis* (Zhang and Mou, 2009). 

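Leaf RNA of wild-type Col-0 *Arabidopsis* was hybridized to 4 Agilent 2-colour arrays on 1 slide, each with 45220 spots of short oligonucleotide probes, and each array carried 2 of the 8 samples, 1 labelled with Cy3 and 1 with Cy5. The 8 samples were 2 controls, 3 samples taken 4 hr after treatment with NAD+ and 3 taken 24 hr after it. The paper gives the dose as 1 mM, its reference as water treatment and its experiments as triplicate, and names Cy3 only and a G2505B scanner. The sample labels call the 2 controls untreated at 0 hr, list both dyes and include the 24 hr samples, on which the paper does not report, and the files' header names a G2505C scanner. The controls are called 0 hr controls here. The deposited files hold the intensity of each spot and of its local background as extracted by the scanner software, before normalization between samples. Following the paper's methods, each channel was background corrected by normexp with an offset of 50, log2 transformed and quantile normalized across the 8 samples. Spots that the software marked as outliers, 719 values in all, were left out, and spots of the same probe were averaged, which gave 43603 probes for 29043 gene loci. A locus was represented by its brightest probe. All 8 samples entered 1 limma fit by time point, *q* values were Benjamini-Hochberg adjusted over all probes, and a locus was called changed at an absolute log2 fold change of at least 1 (a fold change of 2) with a *q* value of at most 0.05. The share of spots well above background was 69.4% and 69.6% in the controls, 69.7% to 71.8% in the 4 hr samples and 69.9% to 72.5% in the 24 hr samples, and log2 intensities of samples from the same time point correlated across loci with *r* of at least 0.9949. With 2 controls, the number of arrays limits the precision of every comparison with them. The median standard error of a log2 fold change at 4 hr was 0.10.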

To identify genes induced by NAD^+^ at the genome level, we performed a microarray experiment to monitor NAD^+^-induced transcriptome changes in wild-type Col-0 plants (National Center for Biotechnology Information Gene Expression Omnibus series number GSE76568). Triplicate experiments were performed independently, and the data were analyzed to identify genes that showed a twofold or higher induction or suppression with a low *q* value (≤0.05). Compared to the mock (water) treatment, NAD^+^ addition caused profound transcriptional changes, including upregulation of 2155 genes and downregulation of 2014 genes. 

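At 4 hr, 2202 of the 29043 loci were called higher and 2100 lower than in the 0 hr controls by limma. Of these 4302 loci, 4236 had every 4 hr sample on the same side of both controls. The median log2 fold change of all loci was -0.01. By the brightest probe of each locus in the main setting, the largest increases were those of *UGT76B1* (AT3G11340), a glycosyltransferase gene, with a log2 fold change of 7.21 (standard error 0.41, *q* = 2.96e-06), *ARD3* (AT2G26400) with 6.87 and the lipase gene AT5G24200 with 6.25; *ARD3* was well above background in 1 of the 2 controls. The order of these genes is not fixed: the other probe of *UGT76B1* gave 4.51, and the alternatives gave 5.86 to 7.84 for *UGT76B1* and 6.53 to 8.59 for *ARD3*. The largest decreases in the same setting were those of *GASA6* (AT1G74670), a gibberellin-responsive gene, with a log2 fold change of -5.87 (standard error 0.15, *q* = 2.50e-07), the expansin gene *EXPA8* (AT2G40610) with -5.08 and the metal-binding protein gene AT5G50740 with -4.54. The sizes of these decreases also depended on the probe and the setting. The other probe of *GASA6* gave -3.11. The alternatives gave -6.15 to -4.49 for *GASA6*, -5.34 to -4.46 for *EXPA8* and -5.50 to -4.14 for AT5G50740. The alternative that moved the counts most was the scanner software's own background-subtracted and dye-normalized signals, which gave 2940 loci higher and 3096 lower. With the array, which holds samples of 2 time points, as a random block, 2199 were higher and 2106 lower. From genes that passed the fold change and *q* value thresholds, the paper states that NAD+ caused profound transcriptional changes.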

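To group the loci by function, 11 sets were made from words in the array's gene descriptions, since the paper's tool for gene ontology analysis was not used here. Some of their themes, such as chitin and auxin, are those that the paper reports as enriched on these samples. Their tests are therefore not independent evidence. Each set was tested for called higher and called lower loci at 4 hr against all other loci by Fisher's exact test, a family of 22 tests with Benjamini-Hochberg adjustment, of which 12 had an adjusted p of at most 0.05. Of 214 disease resistance loci, 56 were called higher (adjusted p = 2.27e-15) and 3 lower. Of 72 WRKY transcription factor loci, 28 were called higher (adjusted p = 7.50e-13) and 0 lower. Of 87 receptor-like kinase loci, 24 were called higher, and of 204 heat shock loci, 40. In the other direction, 43 of 158 auxin-related loci were called lower (adjusted p = 1.76e-13) and 8 higher. Of 60 photosystem loci, 11 were called lower, and of 38 expansin loci, 8. Of 13 chitin-related loci, 7 were called higher, and of 11 brassinosteroid-related loci, 0 were called higher and 2 lower. The median log2 fold change was 0.29 for the disease resistance loci and -0.20 for the auxin-related loci. Every 1 of the 11 sets also moved by the rotation test fry, and by camera with its preset correlation between genes, each with an adjusted p of at most 0.05. With camera's correlation estimated from the 8 samples no set did, and the lowest adjusted p was 0.0720. Under the alternative settings, 11 to 13 of the 22 Fisher tests passed.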

In the upregulated genes, those involved in plant immune responses were significantly enriched, whereas in the downregulated genes, those associated with responses to hormone stimuli, such as auxin stimulus, were overrepresented (Figure 1A). The NAD^+^-upregulated genes include a large number of pathogen-associated molecular pattern (PAMP)-triggered immunity (PTI) and SA pathway genes (Supplementary file 1A). In contrast, expression of several jasmonic acid (JA)/ethylene (ET)-mediated defense pathway genes, including the widely used defense marker gene *PLANT DEFENSIN1.2*, was suppressed by NAD^+^ treatment (Supplementary file 1A). 

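Supplementary file 1A lists 13 PTI pathway genes, 19 SA pathway genes and 17 NPR1 target genes as higher at 4 hr, chosen by the study on these samples, so that their counts are not independent evidence. All 13 PTI genes were called higher, with a median log2 fold change of 1.55, and the receptor kinase gene *FRK1* (AT2G19190) rose by 5.51 (standard error 0.24, *q* = 1.32e-06 from limma). Of the SA pathway genes, 18 of 19 were called higher with a median of 3.34. Among them were *PAD4* (AT3G52430) at 4.71 and *NUDT6* (AT2G04450), which encodes a Nudix hydrolase, at 6.18. The value of *PAD4* is that of its brightest probe. Its 3 probes ranged from 2.72 to 4.71, and the alternatives gave 3.88 to 4.92. The SA pathway gene not called was AT1G73850, at 0.06, which Supplementary file 1A names *SARD1*. The reference annotation gives that name to AT1G73805, which had 4.08 and was looked up after the values were seen. Of the NPR1 targets, 16 of 17 were called higher with a median of 2.96. *PR1* (AT2G14610) was not called, at 1.25 (standard error 0.55, *q* = 0.101). Its log2 intensity was 6.25 and 8.20 in the controls, above background in 1 of these 2, against 7.65 to 9.13 at 4 hr. *PR5* (AT1G75040), at 1.29 (*q* = 0.0292), was called with all 8 samples in the fit but not without control replicate 1 (0.72), NAD+ 4 hr replicate 2 or NAD+ 4 hr replicate 3. *WRKY59* was not well above background in either control. By its brightest probe it was at least 3.85-fold higher at 4 hr. That bound set the mean of the 4 hr samples against a floor in each control. The floor was the higher of the control's lowest signal well above background and the probe's own signal. The other probe of *WRKY59* gave a log2 fold change of 1.17, so the bound holds for the brightest probe alone. Adjusted over the list alone, 48 of these 49 genes were called higher, against 47 over all probes. The alternatives called 49 to 52 of the 53 genes of Supplementary file 1A in its direction, with 51 in the main setting.

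**Figure D1:**
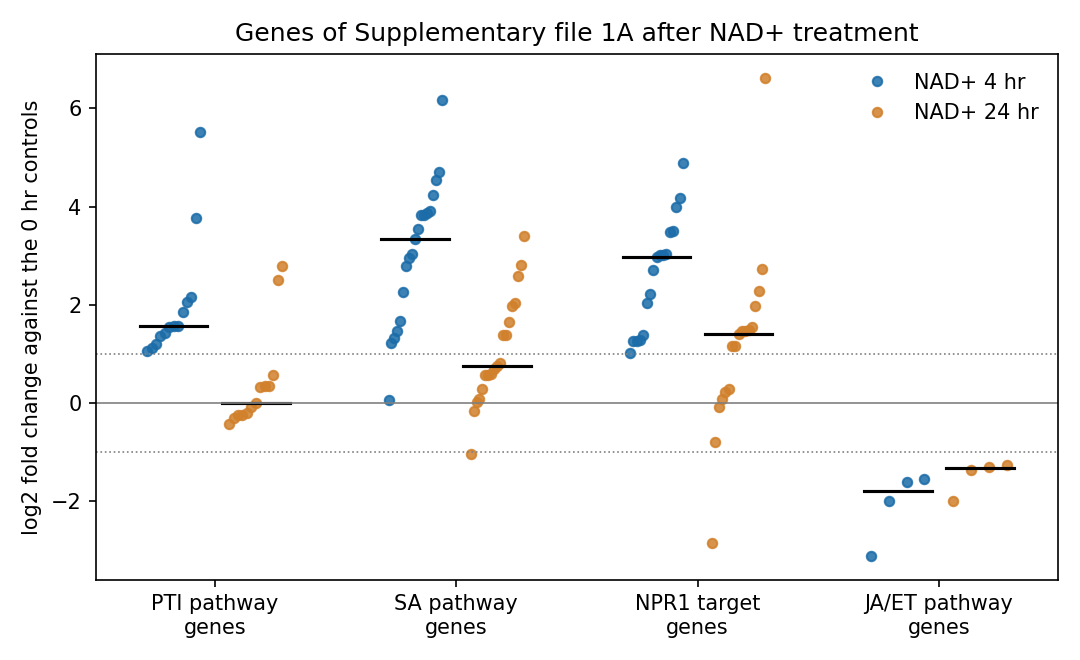
Log2 fold change of each gene of Supplementary file 1A against the 0 hr controls at 4 hr (blue) and 24 hr (orange), by list, with 1 point per gene, black bars at the medians and dotted lines at the threshold of 1 in each direction; *WRKY59* is drawn at its fitted value. The PTI genes have a median of 1.55 at 4 hr and -0.01 at 24 hr, and the SA pathway genes 3.34 and 0.75.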

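The 4 JA/ET pathway genes of Supplementary file 1A were all called lower at 4 hr, and are likewise a list drawn from these samples. *PDF1.2* (AT5G44420) had a log2 intensity of 10.44 ± 0.55 (SD, n = 2) in the controls and 7.32 ± 0.21 (SD, n = 3) at 4 hr, a log2 fold change of -3.13 (standard error 0.24, *q* = 1.13e-05 from limma), and every 4 hr sample was below both controls. With 1 sample left out at a time its log2 fold change stayed between -3.54 and -2.74. The related defensin genes *PDF1.3* and *PDF1.2c* changed by -1.62 and -1.55, and *PDF1.2b* fell by more than either of these. These genes are close relatives, and cross-hybridization between them was not examined.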

Interestingly, more than 88% of the NAD^+^-induced genes were also activated by the bacterial pathogen *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 carrying the effector avrRpt2 (Figure 1B) (Wang et al., 2013). These results are in agreement with the strong resistance induced by NAD^+^ against the hemibiotrophic bacterial pathogen *P. syringae* (Zhang and Mou, 2009).

**Figure 1.**
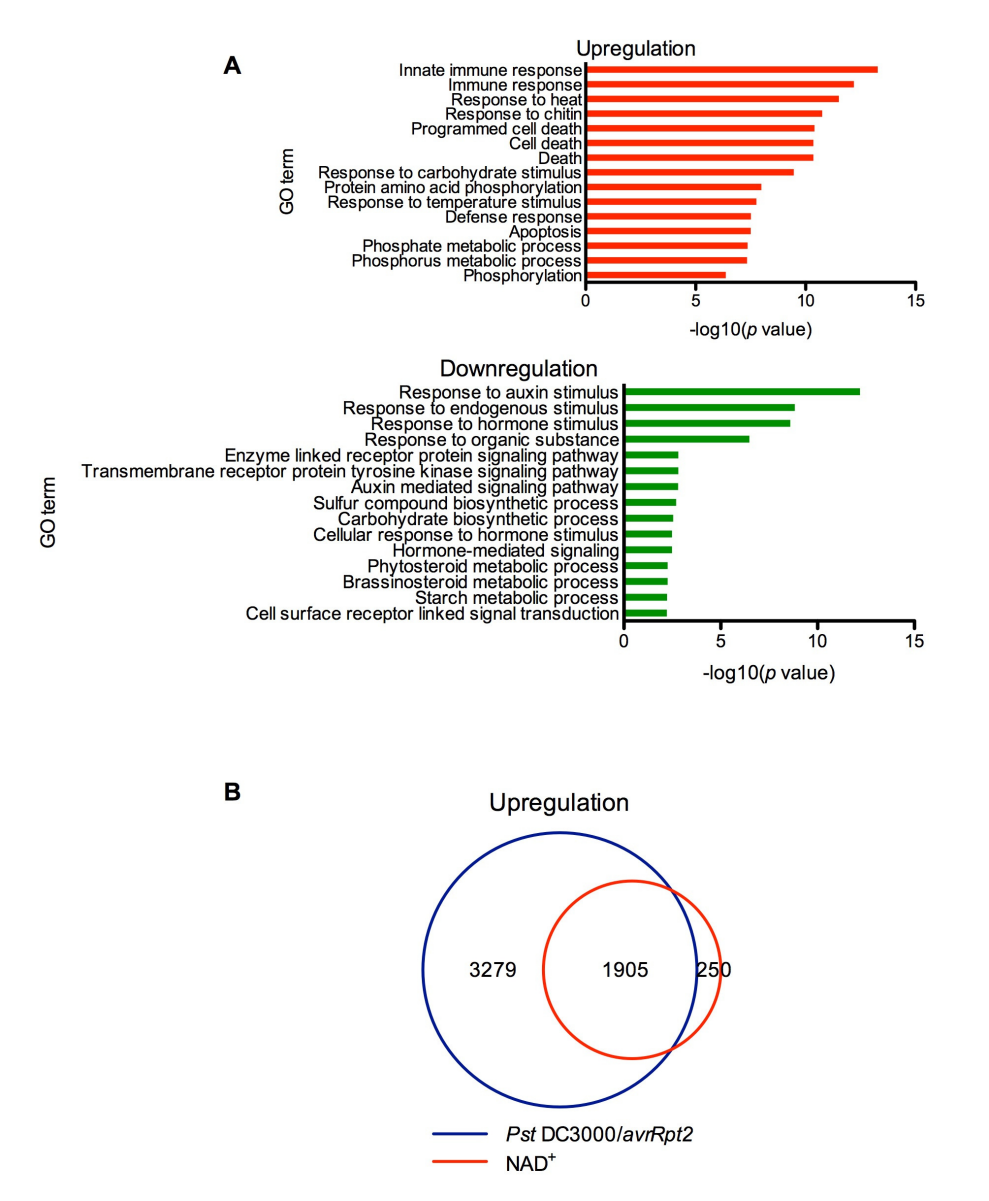
Exogenous NAD^+^-induced transcriptome changes. (**A**) Gene Ontology (GO) term enrichment test of the genes that were upregulated and downregulated by NAD^+^ treatment at 4 hr showed that genes involved in plant defense such as innate immune response, immune response, and response to chitin were significantly enriched in the upregulated genes, whereas those associated with responses to hormone stimuli, such as auxin stimulus, were overrepresented in the downregulated genes. (**B**) Overlap between the genes that were upregulated by NAD^+^ treatment at 4 hr and that by *Pst* DC3000/*avrRpt2* at least at one time point of 4, 8, and 12 hr post-inoculation (Wang et al., 2013). **DOI:** http://dx.doi.org/10.7554/eLife.25474.003

### Mutations in the *LecRK-I.8* gene inhibit NAD^+^-induced *PR* gene expression and disease resistance

Further analysis of the microarray data revealed that a group of receptor kinase (RK) including several cell wall-associated kinase (WAK) genes were induced by the NAD^+^ application (Supplementary file 1B). 

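Supplementary file 1B lists 25 receptor-like genes, again chosen on these samples, of which 23 were called higher at 4 hr, with a median log2 fold change of 1.58 over the list. The lectin receptor kinase gene *LecRK-VI.2* (AT5G01540) had 3.63 (standard error 0.21, *q* = 3.17e-06 from limma). The wall-associated kinase genes *WAK1* (AT1G21250) and *WAK3* (AT1G21240) had 2.33 and 1.98, and *WAKL6* had 1.32. *TIR* (AT1G72930), among those called, had a value in 1 of the 2 controls, the other being marked as an outlier, so its call rests on 1 control. Over the 18 loci that the array describes as wall-associated kinases, those 3 were the loci called higher and 0 were lower (Fisher's exact test, adjusted p = 0.238). Of the listed genes not called higher, AT5G41290 was not well above background at any time point. *RLK* (AT5G67280) was called lower, at -1.08 (*q* = 0.000779), in all but 2 of the 19 alternatives. With each channel scaled to its median it was -0.92, and from the arrays' log ratios -0.90, under the threshold of 1. The alternatives called 21 to 23 of the 25 genes higher.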

We isolated transferred DNA (T-DNA) insertion lines for fourteen of the RK genes (Supplementary file 1B), tested their responsiveness to NAD^+^, and found that NAD^+^-induced resistance to the bacterial pathogen *P. syringae* pv. *maculicola* (*Psm*) ES4326 was reduced in one T-DNA insertion line (Arabidopsis Biological Resource Center accession code Salk_066416) (Figure 2—figure supplement 1A). Salk_066416 carries a T-DNA insertion in the gene At5g60280, which was predicted to encode the legume-like (L-type) lectin receptor kinase-I.8 (LecRK-I.8) (Bouwmeester and Govers, 2009). We then isolated two more T-DNA insertion lines (Salk_005125 and Salk_206382) for further investigation. The three T-DNA insertion lines had reduced transcript levels (Figure 2—figure supplement 1B and C). Salk_066416 has previously been named *lecrk-I.8–2* (Wang et al., 2014). Salk_005125 and Salk_206382 were thus named *lecrk-I.8–3*, and *lecrk-I.8–4*, respectively (Figure 2—figure supplement 1B). The *lecrk-I.8–4* mutant accumulated higher transcript levels than *lecrk-I.8–2* and *lecrk-I.8–3*, and was considered a weak allele (Figure 2—figure supplement 1C). NAD^+^-induced expression of *PR1* and resistance to *Psm* ES4326 were significantly inhibited in all three *lecrk-I.8* alleles but not in the extracellular ATP (eATP) receptor mutant *dorn1-3* (Choi et al., 2014), and induction of *PR2* and *PR5* was also repressed in *lecrk-I.8–2* and *lecrk-I.8–3* (Figure 2A–D). These results indicate that LecRK-I.8 is a component of the eNAD^+^-induced defense signaling pathway. Interestingly, induction of *PR2* and *PR5* was significantly enhanced in the *dorn1-3* mutant (Figure 2B and C), which is consistent with eATP being a negative regulator of SA signaling (Chivasa et al., 2009).

**Figure 2.**
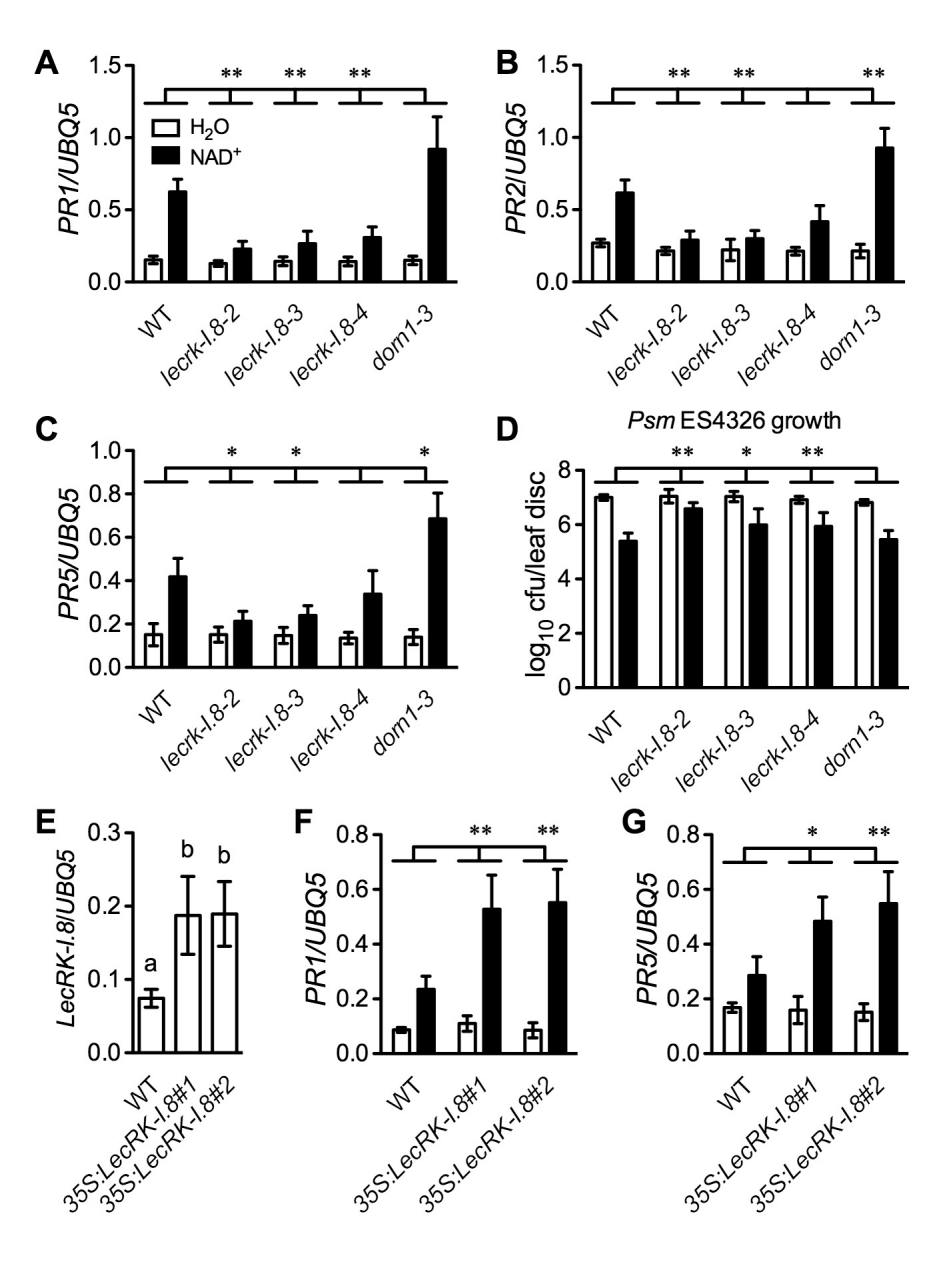
LecRK-I.8 functions in extracellular NAD^+^-triggered defense signaling pathway. (**A**) to (**C**) NAD^+^-induced expression of *PR1* (**A**), *PR2* (**B**), and *PR5* (**C**) was reduced in the *lecrk-I.8* mutants. Plants were treated with 0.2 mM NAD^+^ solution or water. Leaf tissues were collected 20 hr later for qPCR analysis. Expression levels were normalized against *UBQ5*. Data represent the mean of three independent samples with standard deviation (SD). Asterisks indicate significant differences between the wild type (WT) and the mutants (*p<0.05, **p<0.01, two-way ANOVA). (**D**) NAD^+^-induced resistance to the bacterial pathogen *Psm* ES4326 was decreased in the *lecrk-I.8* mutants. Plants were treated as in (**A**). Five h later, the plants were inoculated with a *Psm* ES4326 suspension (OD_600_ = 0.001). The bacterial titers were determined 3 d post-inoculation. Data represent the mean of eight independent samples with SD. Asterisks indicate significant differences between the wild type and the mutants (*p<0.05, **p<0.01, two-way ANOVA). Cfu: colony-forming units. (**E**) Expression levels of *LecRK-I.8* were elevated in two *35S:LecRK-I.8* transgenic lines. Data represent the mean of three independent samples with SD. Different letters above the bars indicate significant differences (p<0.05, one-way ANOVA). (**F**) and (**G**) Induction of *PR1* (**F**) and *PR5* (**G**) by NAD^+^ was enhanced in the *35S:LecRK-I.8* lines. The experiments were performed as in (**A**) except that the plants were treated with 0.1 mM NAD^+^. All experiments were repeated three times with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.004 10.7554/eLife.25474.005Figure 2—source data 1.LecRK-I.8 functions in extracellular NAD^+^-triggered defense signaling pathway.**DOI:** http://dx.doi.org/10.7554/eLife.25474.005

**Figure 2—figure supplement 1.**
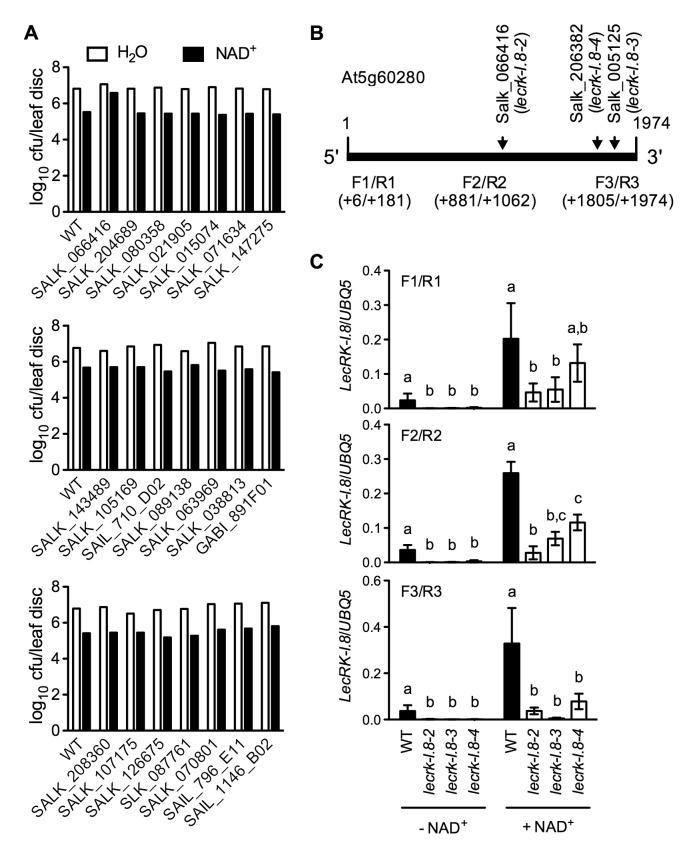
Exogenous NAD^+^-induced *Psm* ES4326 resistance in T-DNA insertion lines of 14 candidate genes and transcript levels of *LecRK-I.8* in three T-DNA insertion lines. (**A**) Leaves of 4-week-old soil-grown plants were infiltrated with 0.2 mM NAD^+^ or water. Five h later, the infiltrated leaves were inoculated with a *Psm* ES4326 suspension (OD_600_ = 0.001). Eight leaves per genotype per treatment were collected 3 d post-inoculation and pooled to examine the growth of the pathogen. WT: wild type. Cfu: colony-forming units. (**B**) The T-DNA insertion sites in Salk_066416 (*lecrk-I.8–2*), Salk_206382 (*lecrk-I.8–3*), and Salk_005125 (*lecrk-I.8–4*) and the positions of the three pairs of primers used for real-time qPCR analysis of *LecRK-I.8* transcript levels. (**C**) Transcript levels of *LecRK-I.8* in *lecrk-I.8–2*, *lecrk-I.8–3*, and *lecrk-I.8–4* were significantly lower than those in the wild type (WT). Leaves of 4-week-old soil-grown plants were infiltrated with (+) or without (-) 0.2 mM NAD^+^ solution. Total RNA was extracted 4 hr later and subjected to real-time qPCR analysis. Expression levels were normalized against *UBQ5*. Data represent the mean of three independent samples with SD. Different letters above the bars indicate significant differences (p<0.05, one-way ANOVA of square-root transformed data). The comparison was made separately for each treatment. The experiment was repeated with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.006

**Figure 2—figure supplement 2.**
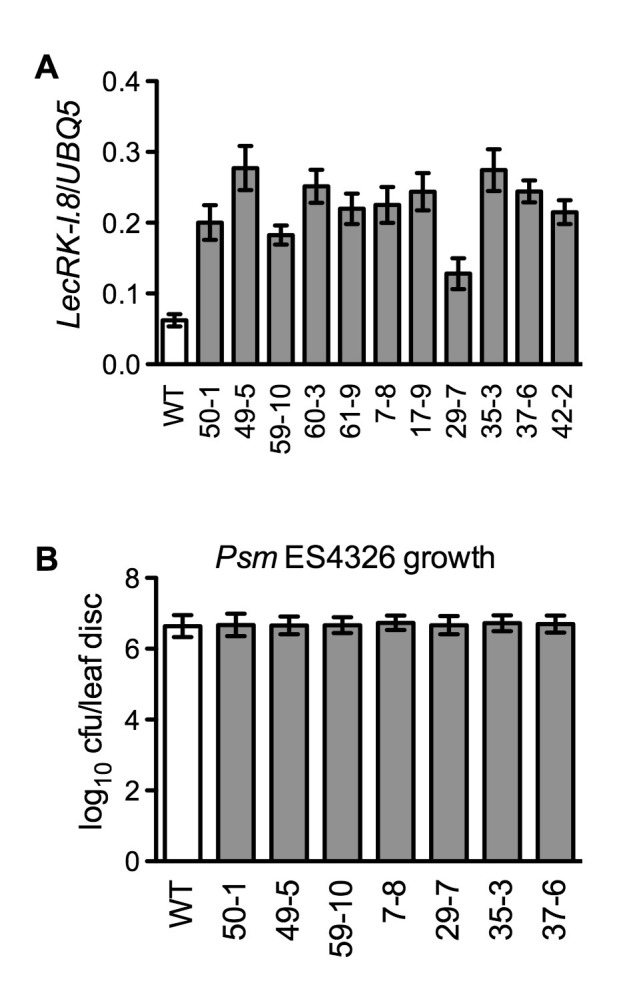
Characterization of *35S:LecRK-I.8* transgenic lines. (**A**) Expression levels of *LecRK-I.8* in *35S:LecRK-I.8-GFP* transgenic lines. Total RNA was extracted from the wild type (WT) and 11 single T-DNA insertion homozygous *35S:LecRK-I.8* transgenic lines and subjected to qPCR analysis. Expression levels were normalized against *UBQ5*. Data represent the mean of three independent samples with SD. (**B**) Basal resistance of seven *35S:LecRK-I.8* transgenic lines expressing different levels of *LecRK-I.8*. Plants were inoculated with a *Psm* ES4326 suspension (OD_600_ = 0.001). The bacterial titers were determined 3 d post-inoculation. Data represent the mean of eight independent samples with SD. The experiments were repeated with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.007

To test if overexpression of *LecRK-I.8* could enhance *Arabidopsis* responsiveness to NAD^+^, we transformed a *35S:LecRK-I.8* construct into wild-type Col-0 plants. Intriguingly, we were unable to identify transgenic lines expressing very high levels of *LecRK-I.8*. The expression levels of *LecRK-I.8* in all of the obtained 11 transgenic lines increased less than fourfold (Figure 2—figure supplement 2A), suggesting that overexpression of *LecRK-I.8* may be detrimental to plant growth and development. Nevertheless, although the transgenic lines, which expressed higher levels of *LecRK-I.8* than the wild type, did not show enhanced disease resistance (Figure 2—figure supplement 2B), NAD^+^-induced expression of *PR1* and *PR5* in these lines was significantly enhanced (Figure 2E–2G). This result supports that LecRK-I.8 functions in eNAD^+^-mediated defense pathway.

### LecRK-I.8 is located in the plasma membrane

Both DORN1 and LecRK-I.8 contain a putative transmembrane domain and two putative arginine-glycine-aspartic acid (RGD)-binding motifs that likely mediate plant cell wall-plasma membrane interactions (Gouget et al., 2006) (Figure 3A and Figure 3—figure supplement 1), suggesting their possible plasma membrane localization. Indeed, DORN1 has been shown to be localized in the plasma membrane (Bouwmeester et al., 2011). To determine the subcellular localization of LecRK-I.8, we transformed a *35S:LecRK-I.8-GFP* (*Green Fluorescence Protein*) construct into the *lecrk-I.8–2* mutant. Very low levels of LecRK-I.8-GFP protein were detected in three out of eleven single insertion homozygous transgenic lines (Figure 3—figure supplement 2A), which is consistent with the hypothesis that overexpression of *LecRK-I.8* may be harmful to plants. Nevertheless, the low level of LecRK-I.8-GFP complemented the enhanced disease susceptibility phenotype of *lecrk-I.8–2* (see below) (Figure 3—figure supplement 2B), indicating that LecRK-I.8-GFP is biologically active. Unfortunately, we were unable to detect any GFP fluorescence in the transgenic *Arabidopsis* plants accumulating LecRK-I.8-GFP. To circumvent this problem, we transiently expressed LecRK-I.8-GFP in *Nicotiana benthamiana*. The LecRK-I.8-GFP fusion protein in *N. benthamiana* appeared to be localized in the plasma membrane (Figure 3B). To confirm this subcellular localization, we co-expressed LecRK-I.8-GFP and AHA2-mCherry in *N. benthamiana*. As shown in Figure 3C, the GFP and mCherry signals in the co-transformed *N. benthamiana* epidermal cell precisely overlapped with each other. Since *AHA2* encodes a well-established plasma membrane localized P-type H^+^- ATPase (DeWitt et al., 1996), this result indicates that LecRK-I.8 is localized at the plasma membrane.

**Figure 3.**
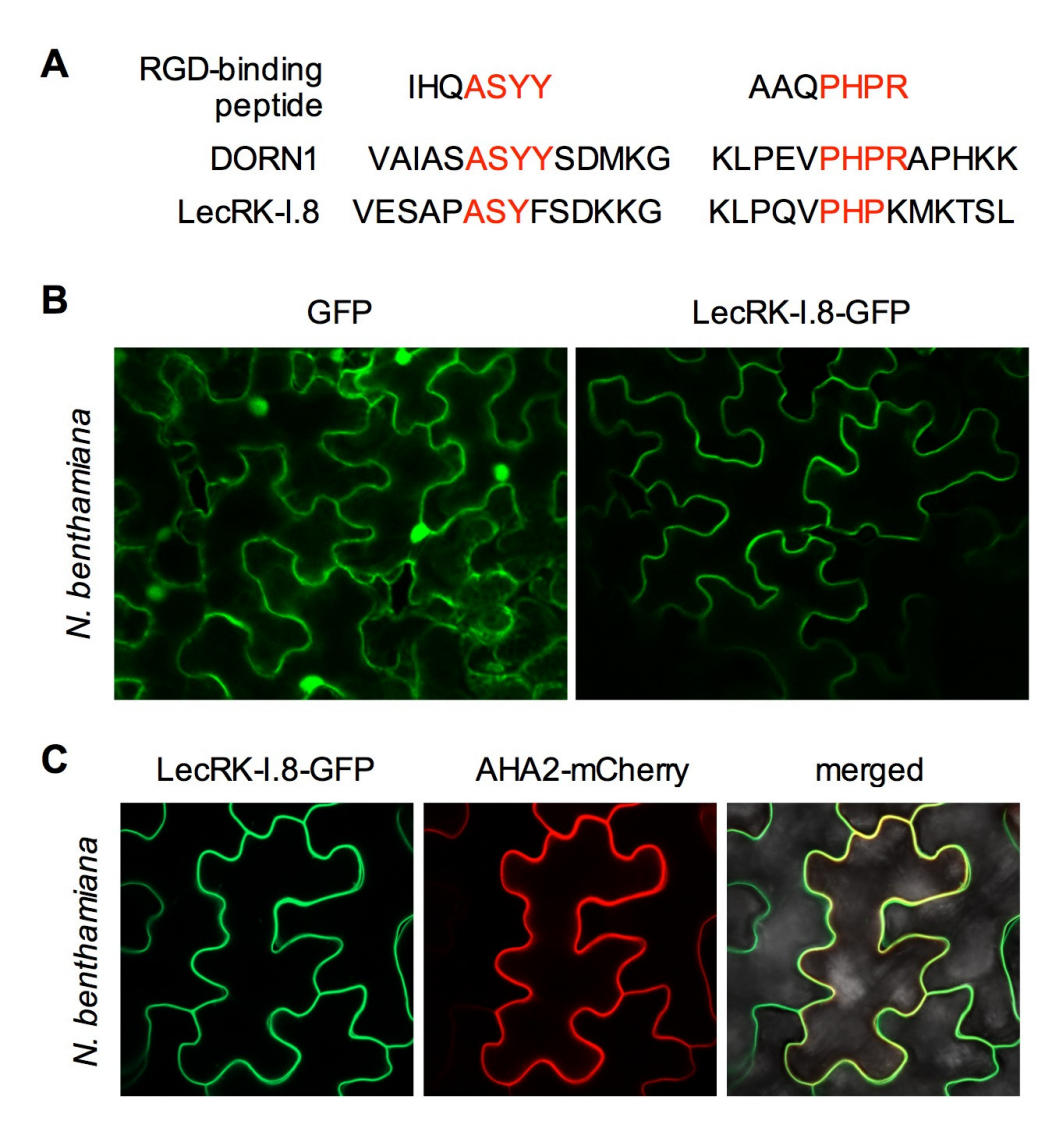
Subcellular localization of the LecRK-I.8-GFP fusion protein. (**A**) Putative RGD-binding motifs in DORN1 and LecRK-I.8. (**B**) Confocal images of *N. benthamiana* epidermal cells transiently expressing GFP (Left) and LecRK-I.8-GFP (right). (**C**) Confocal images of *N. benthamiana* epidermal cells transiently co-expressing LecRK-I.8-GFP and AHA2-mCherry. Left: LecRK-I.8-GFP, middle: AHA2-mCherry, and right: merged image. **DOI:** http://dx.doi.org/10.7554/eLife.25474.008

**Figure 3—figure supplement 1.**
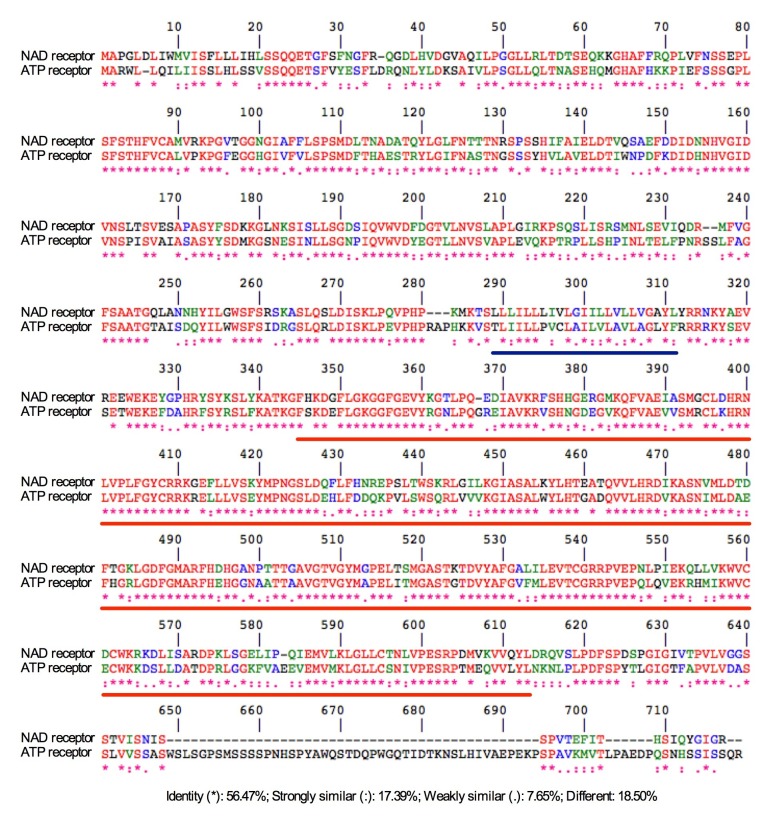
Alignment between the NAD receptor LecRK-I.8 and the ATP receptor DORN1. The amino acid sequences of LecRK-I.8 and DORN1 were aligned using the CLUSTALW tool at the PBIL (Pôle Bioinformatique Lyonnais). LecRK-I.8 and DORN1 (LecRK-I.9) have approximately 81.5% amino acid sequence similarity. The transmembrane domain and the kinase domain (KD) were underlined in blue and red, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.25474.009

**Figure 3—figure supplement 2.**
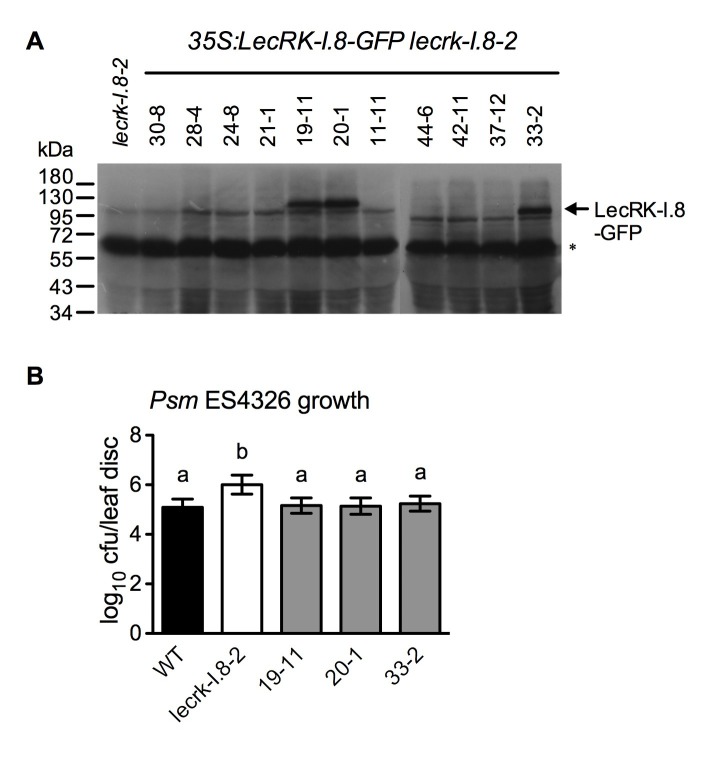
Characterization of *35S:LecRK-I.8-GFP lecrk-I.8–2* transgenic lines. (**A**) LecRK-I.8-GFP protein levels in *35S:LecRK-I.8-GFP lecrk-I.8–2* transgenic lines. Total protein was extracted from the wild type (WT) and 11 single T-DNA insertion homozygous *35S:LecRK-I.8-GFP lecrkI.8–2* transgenic lines and subjected to SDS-PAGE and analyzed by immunoblot analysis using a monoclonal anti-GFP antibody. The Thermo Scientific SuperSignal West Femto Maximum Sensitivity Substrate and prolonged exposure (1 hr) of the x-ray film were employed to detect the LecRK-I.8-GFP band. *The asterisk indicates an unspecific band, indicating equal loading.*. (**B**) Basal resistance of the three *35S:LecRK-I.8-GFP lecrk-I.8–2* transgenic lines showing LecRK-I.8-GFP protein. Plants were inoculated with a *Psm* ES4326 suspension (OD_600_ = 0.0001). The bacterial titers were determined 3 d post-inoculation. Data represent the mean of eight independent samples with SD. Different letters above the bars indicate significant differences (p<0.05, one-way ANOVA). The experiment was repeated with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.010

### The kinase domain of LecRK-I.8 possesses kinase activity

LecRK-I.8 contains a cytoplasmic kinase domain (KD) (Figure 3—figure supplement 1). To test if LecRK-I.8 is an active kinase, we expressed the LecRK-I.8KD fragment as a Maltose-Binding Protein (MBP)-LecRK-I.8KD fusion protein in *Escherichia coli*. The MBP-LecRK-I.8KD recombinant protein was purified using amylose resin and subjected to kinase activity assay (Figure 4). Simultaneously purified MBP protein was included in the experiment as a negative control (Figure 4). As shown in the autoradiograph, the LecRK-I.8KD protein exhibited a strong autophosphorylation activity and also phosphorylated myelin basic protein, a substrate commonly used for in vitro kinase assays. This result indicates that LecRK-I.8 possesses kinase activity.

**Figure 4.**
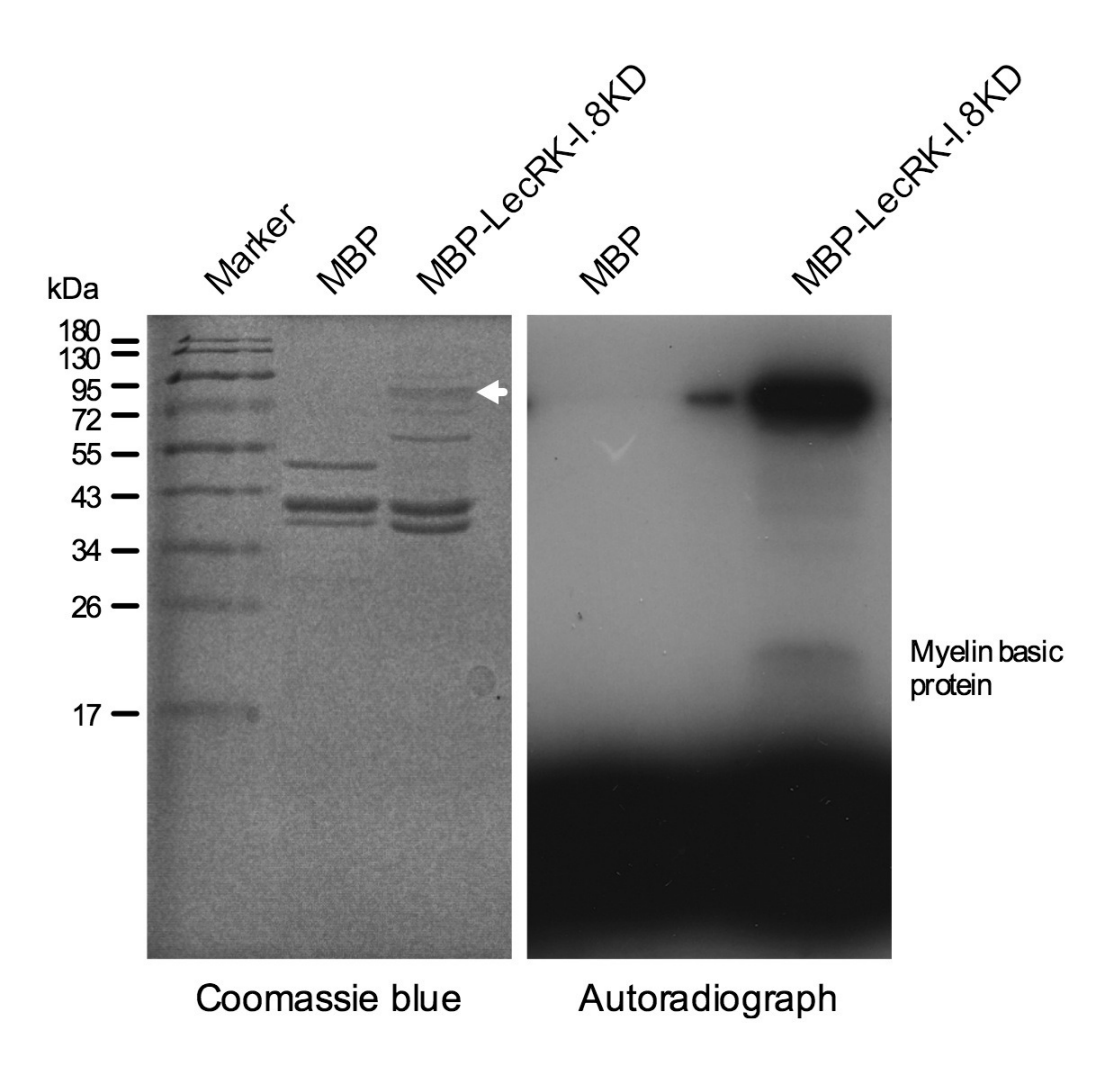
Kinase activity of the LecRK-I.8 kinase domain. An autoradiograph (right panel) showing that the kinase domain (KD) of LecRK-I.8 is active based on autophosphorylation and phosphorylation of the myelin basic protein. The purified MBP and MBP-LecRK-I.8KD proteins used for kinase activity assays were separated in a different SDS-PAGE gel (left panel), and the white arrow in the left panel indicates the expected size of the MBP-LecRK-I.8KD protein band. The experiment was repeated with similar results. **DOI:** http://dx.doi.org/10.7554/eLife.25474.011

### LecRK-I.8 specifically binds NAD^+^

Plasma membrane localization of LecRK-I.8 plus its active cytoplasmic kinase domain suggest a putative role for LecRK-I.8 as a receptor for an extracellular ligand. To test whether NAD^+^ is a ligand binding to LecRK-I.8, we generated transgenic *Arabidopsis* plants expressing the extracellular lectin domain (amino acids (AAs) 23 to 283) of LecRK-I.8 fused to GFP (eLecRK-I.8-GFP). The eLecRK-I.8-GFP protein was immunoprecipitated using an anti-GFP antibody (Figure 5—figure supplement 1A) and subjected to binding assays with ^32^P-labeled NAD^+^. A significant NAD^+^ binding activity was detected for the immunoprecipitated eLecRK-I.8-GFP protein, but not for the GFP protein immunoprecipitated from transgenic plants expressing GFP using the same antibody (Figure 5A), indicating that the NAD^+^ binding activity is likely specific to eLecRK-I.8. A specific NAD^+^ binding activity was also detected for an eLecRK-I.8-HA-His fusion protein transiently expressed in *N. benthamiana* (Figure 5B and Figure 5—figure supplement 1B). Furthermore, NAD^+^ binding activity was detected for the recombinant fusion protein MBP-eLecRK-I.8 but not for MBP, MBP-eDORN1 (AAs 22 to 288), and MBP-eLecRK-I.3 (AAs 22 to 286) (Figure 5C and Figure 5—figure supplement 1C). The extracellular domain of LecRK-I.6 (AAs 22 to 286), which is the closest homolog of LecRK-I.8 (Bouwmeester and Govers, 2009), did not bind NAD^+^, either (Figure 5—figure supplement 2), suggesting that LecRK-I.6 may not be an eNAD^+^ receptor. Since LecRK-I.8, DORN1, LecRK-I.3, and LecRK-I.6, all are L-type LecRKs and belong to the LecRK-I clade (Bouwmeester and Govers, 2009), this result indicates that not all of the extracellular lectin domains of L-type LecRKs can bind NAD^+^. In addition, we detected a dramatic increase of NAD^+^ binding activity in the membrane fractions of the *35S:LecRK-I.8* transgenic plants and a clear decrease of NAD^+^ binding activity in the membrane fractions of the *lecrk-I.8–2* mutant plants (Figure 5D). These results are consistent with the increased and decreased NAD^+^ responsiveness in the *35S:LecRK-I.8* and *lecrk-I.8–2* plants, respectively (Figure 2). Interestingly, there were differences in ligand affinities between the membrane fractions of the *35S:LecRK-I.8* plants and the wild type, which might suggest possible conformation changes when LecRK-I.8 is overexpressed in plants. Finally, the immunoprecipitated eLecRK-I.8-GFP protein showed a typical saturation curve for NAD^+^ binding with a dissociation constant (*K*_d_) of 436.5 ± 104.8 nM (Figure 5E), which falls well below the extracellular NAD(H) concentration (~0.4 mM) in pathogen-infected leaf tissues (Zhang and Mou, 2009), and thus indicates a relatively high affinity. On the other hand, we found that 5 μM of NAD^+^ was able to significantly induce the early PAMP responsive genes *GLUTATHIONE S-TRANSFERASE1* (*GST1*) and *FLG22-INDUCED RECEPTOR-LIKE KINASE1* (*FRK1*) (Figure 5—figure supplement 3), indicating that the NAD^+^ concentrations required to trigger defense responses are significantly higher than the *K*_d_ value of LecRK-I.8, which is rather unusual and difficult to reconcile with a primary ligand sensor function of LecRK-I.8.

**Figure 5.**
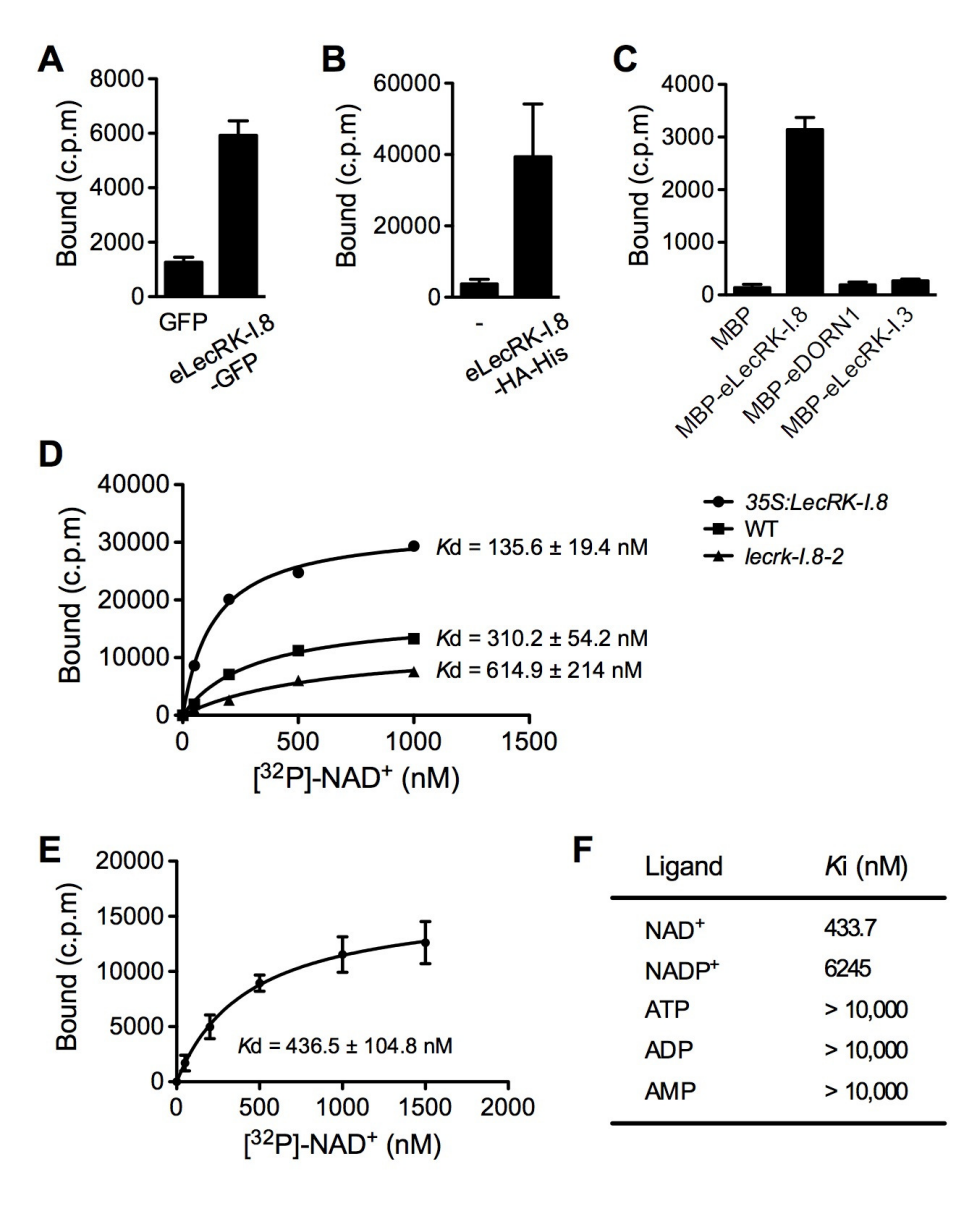
LecRK-I.8 binds NAD^+^. (**A**) to (**C**), Binding of ^32^P-labeled NAD^+^ to immunoprecipitated GFP and eLecRK-I.8-GFP proteins (**A**), purified eLecRK-I.8-HA-His protein (**B**), and recombinant MBP, MBP-eLecRK-I.8, MBP-eDORN1, and MBP-eLecRK-I.3 proteins (**C**). (-) in (**B**) is an empty vector control. Approximately 0.5 g *Arabidopsis* leaf tissues, 1 g *N. benthamiana* leaf tissues, and ~5 μg recombinant proteins were used for each binding assay in (**A**), (**B**), and (**C**), respectively. (**D**) Binding of ^32^P-labeled NAD^+^ to the microsomal fractions of *35S:LecRK-I.8*, wild-type (WT), and *lecrk-I.8–2* plants. Specific binding was determined by subtracting the binding in the presence of 1000-fold unlabeled NAD^+^ from the total binding in the absence of cold competitor. (**E**) Saturation binding assay for LecRK-I.8. Immunoprecipitated eLecRK-I.8-GFP proteins were incubated with the indicated concentrations of ^32^P-labeled NAD^+^ for 30 min. Free NAD^+^ was removed by washing. Data were plotted as a specific binding with SD of three experiments. The dissociation constant (*K*d) was calculated by one site specific binding saturation model using GraphPad Prism 5 (www.graphpad.com). (**F**) Competitive binding assay for LecRK-I.8. Samples containing 250 nM of ^32^P-labeled NAD^+^ in the presence of 100 nM to 1 mM of unlabeled nucleotides were assayed for specific binding of ^32^P-labeled NAD^+^. Inhibition constant (*K*_i_) values were calculated in GraphPad Prism 5 using the one site Fit *K*_i_ competition model. In (**A**), (**B**), (**C**), and (**E**), results from three independent experiments were combined (error bars represent SD). **DOI:** http://dx.doi.org/10.7554/eLife.25474.012 10.7554/eLife.25474.013Figure 5—source data 1.LecRK-I.8 binds NAD^+^.**DOI:** http://dx.doi.org/10.7554/eLife.25474.013

**Figure 5—figure supplement 1.**
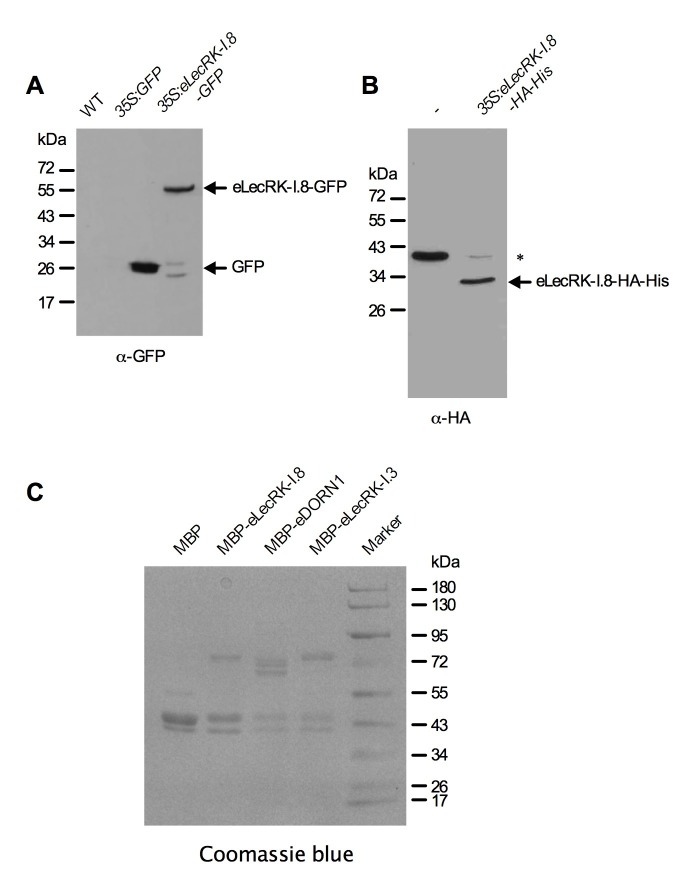
Purified eLecRK-I.8 proteins. (**A**) Proteins immunoprecipitated from the wild-type (WT), *35S:GFP* and *35S:eLecRK-I.8-GFP* plants using the anti-GFP antibody. (**B**) Proteins purified from *N. benthamiana* leaves infiltrated with Agrobacteria carrying the pCAMBIA1300S-eLecRK-I.8-HA-His plasmid or the empty pCAMBIA1300S vector (-) using the *HisPur Cobalt resin. The asterisk indicates an unspecific band.*. (**C**) Proteins purified from *E. coli* cells expressing the recombinant MBP, MBP-eLecRKI.8, MBP-eDORN1, and MBP-eLecRK-I.3 fusion proteins using the amylose resin. **DOI:** http://dx.doi.org/10.7554/eLife.25474.014

**Figure 5—figure supplement 2.**
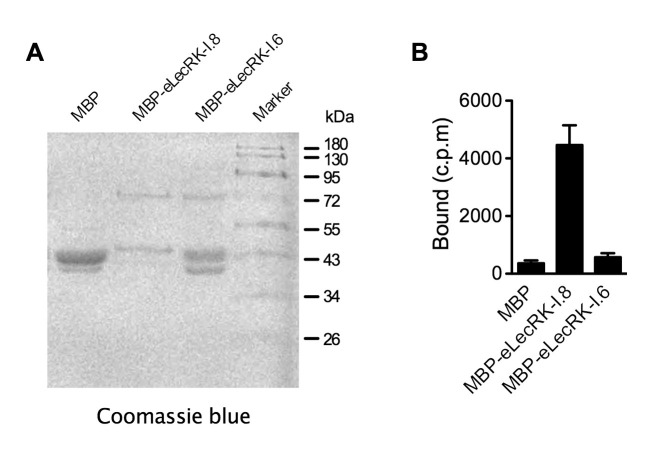
NAD^+^ binding assay of the recombinant MBP-eLecRK-I.6 protein. (**A**) Proteins purified from *E. coli* cells expressing the recombinant MBP, MBP-eLecRKI.8, and MBP-eLecRK-I.6 fusion proteins using the amylose resin. (**B**) Binding of ^32^P-labeled NAD^+^ to recombinant MBP, MBP-eLecRK-I.8, and MBP-eLecRK-I.6 proteins. Approximately 5 μg recombinant proteins were used for the binding assay. Results from three independent experiments were combined (error bars represent SD). **DOI:** http://dx.doi.org/10.7554/eLife.25474.015

**Figure 5—figure supplement 3.**
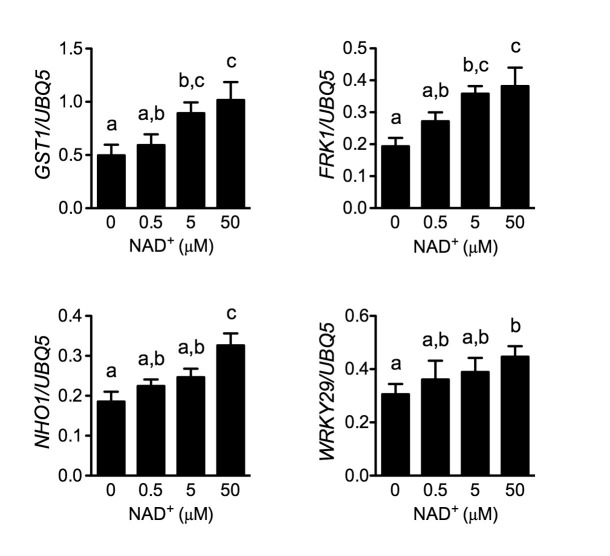
Induction of several early PAMP-responsive genes by low concentrations of NAD^+^. Four-week-old soil-grown wild-type Col-0 plants were treated with the indicated concentration of NAD^+^ solution. Leaf tissues were collected 30 min later for qPCR analysis. Expression levels were normalized against *UBQ5*. Data represent the mean of three independent samples with SD. The experiment was repeated with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.016

However, binding of NAD^+^ to LecRK-I.8 suggests that LecRK-I.8 may be a receptor for eNAD^+^. To test the specificity of the binding between NAD^+^ and LecRK-I.8, we analyzed the ability of various unlabeled nucleotides to compete for binding of ^32^P-labeled NAD^+^. While unlabeled NAD^+^ exhibited strong competition for binding with ^32^P-labeled NAD^+^, other nucleotides including NADP^+^, ATP, ADP, and AMP showed little or no competition (Figure 5F). Given the structural similarity between NAD^+^ and NADP^+^ and the fact that NADP^+^ can similarly induce immune responses in plants (Zhang and Mou, 2009), it is surprising that NADP^+^ did not efficiently compete for binding with ^32^P-labeled NAD^+^ (Figure 5F). These results suggest that LecRK-I.8 may be a receptor specific for NAD^+^.

### Mutations in *LecRK-I.8* particularly inhibit NAD^+^-induced defense responses

If LecRK-I.8 is a receptor specific for NAD^+^, mutations in *LecRK-I.8* should only affect NAD^+^-induced defense signaling. To test this hypothesis, we treated the *lecrk-I.8* mutants and wild type with NAD^+^ and three other defense inducers, NADP^+^, flg22 (a peptide corresponding to the 22 AAs of the conserved N-terminal part of flagellin), and SA. As shown in Figure 6A and B, while NAD^+^ triggered significantly lower levels of *PR1* gene expression and *Psm* ES4326 resistance in the *lecrk-I.8* mutants than those in the wild type, NADP^+^, flg22, and SA induced similar levels of *PR1* gene expression and *Psm* ES4326 resistance in the *lecrk-I.8* mutants and the wild type. These results indicate a specific role for LecRK-I.8 in eNAD^+^-triggered signaling. Moreover, LecRK-I.8 has previously been shown to mediate *Pieris brassicae* egg extract-triggered *PR1* gene expression (Gouhier-Darimont et al., 2013), but the identity of the elicitor(s) in the egg extracts is unclear. To test if one of the elicitors in insect egg extracts is NAD^+^, we treated the previously generated *35S:CD38* transgenic plants (Zhang and Mou, 2012), *lecrk-I.8–2*, and wild type with *Trichoplusia ni* (cabbage looper) egg extracts following the published protocol (Gouhier-Darimont et al., 2013), and analyzed the egg extract-induced *PR1* expression. CD38 is a human NAD(P)-metabolizing ectoenzyme and has been shown to partially block exogenous NAD^+^-induced *PR1* expression and *Psm* ES4326 resistance (Zhang and Mou, 2012). Similarly to *P. brassicae* egg extracts (Gouhier-Darimont et al., 2013), *T. ni* egg extracts induced *PR1* gene expression in the wild-type plants, and the induction was dramatically reduced in the *lecrk-I.8–2* mutant (Figure 6C). Importantly, *T. ni* egg extract-induced *PR1* expression was also significantly inhibited in the *35S:CD38* plants (Figure 6C). Therefore, insect egg extracts may either contain NAD^+^ as part of their defense inducing activity or induce release of cellular NAD^+^ into the extracellular space. Taken together, our results strongly suggest that LecRK-I.8 is a potential receptor for NAD^+^.

**Figure 6.**
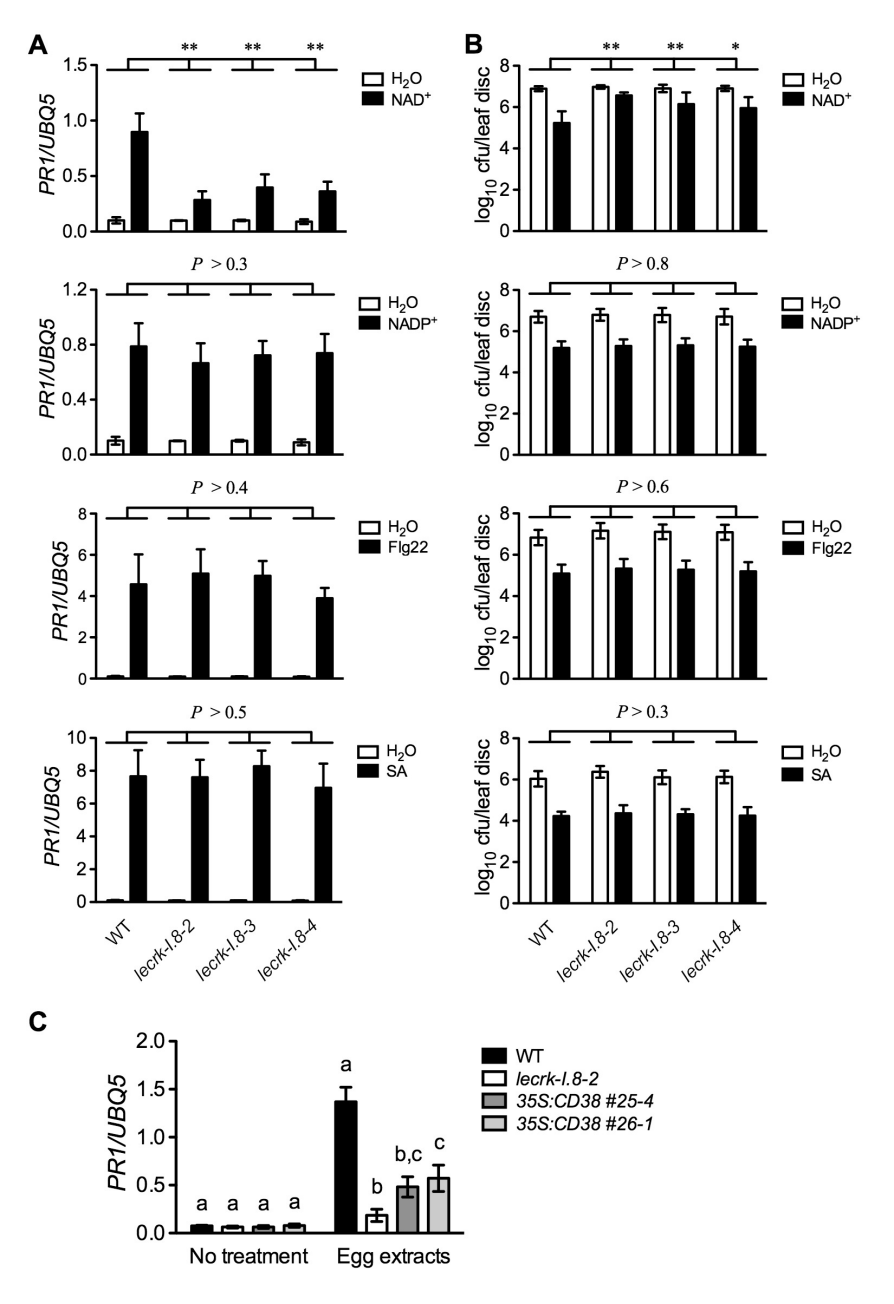
Extracellular NADP^+^-, flg22-, and SA-induced immune responses are not affected in the *lecrk-I.8* mutants. (**A**) NAD^+^-, NADP^+^-, flg22-, and SA-induced *PR1* expression in the wild type (WT) and the *lecrk-I.8* mutants. Plants were infiltrated with 0.2 mM NAD^+^, 0.2 mM NADP^+^, 1 μM flg22, or water. For SA treatment, plants were treated with soil drenches plus foliar sprays of 0.5 mM SA solution or water. Leaf tissues were collected 20 hr later for qPCR analysis. Expression levels were normalized against *UBQ5*. Data represent the mean of three independent samples with SD. Asterisks indicate significant differences between the wild type (WT) and the mutants (**p<0.01, two-way ANOVA). (**B**) NAD^+^-, NADP^+^-, flg22-, and SA-induced *Psm* ES4326 resistance in the wild type and the *lecrk-I.8* mutants. Plants were treated as in (**A**). Five h after NAD^+^ or NADP^+^ treatment and 24 hr after flg22 or SA treatment, the plants were inoculated with a *Psm* ES4326 suspension (OD_600_ = 0.001). The bacterial titers were determined 3 d post-inoculation. Data represent the mean of eight independent samples with SD. Asterisks indicate significant differences between the wild type and the mutants (*p<0.05, **p<0.01, two-way ANOVA). (**C**) Insect egg extract-induced *PR1* gene expression in *35S:CD38* transgenic plants. Two μL of *T. ni* egg extracts were dropped onto leaves of the WT, *lecrk-I.8–2*, and *35S:CD38* transgenic plants. The treated leaves without petiole were collected 3 d later for qPCR analysis. Leaf tissues from untreated plants were used as the control. Data represent the mean of three independent samples with SD. Different letters above the bars indicate significant differences (p<0.05, one-way ANOVA). The comparison was made separately for each treatment. All experiments were repeated three times with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.017 10.7554/eLife.25474.018Figure 6—source data 1.Extracellular NADP^+^-, flg22-, and SA-induced immune responses are not affected in the *lecrk-I.8* mutants.**DOI:** http://dx.doi.org/10.7554/eLife.25474.018

### LecRK-I.8 is not the sole mechanism perceiving eNAD^+^ in *Arabidopsis*

Our results so far have shown that mutations in *LecRK-I.8* partially compromised a low concentration of NAD^+^-induced *PR* gene expression and *Psm* ES4326 resistance. Since *PR* genes are late defense genes, we compared NAD^+^-induced expression of several early defense genes, including *AZELAIC ACID INDUCED1* (*AZI1*), *PHYTOALEXIN DEFICIENT4* (*PAD4*), *NON-INDUCIBLE IMMUNITY1 (NIM1)-INTERACTING1* (*NIMIN1*), *NIMIN2*, *WRKY18*, and *WRKY54*, in wild type and the *lecrk-I.8–2* mutant. As shown in Figure 7—figure supplement 1, induction of these early defense genes by NAD^+^ was not significantly affected by the *lecrk-I.8–2* mutation. This result indicates that NAD^+^ perception mechanisms other than LecRK-I.8 still exist in the *lecrk-I.8–2* mutant. To substantiate this conclusion, we treated wild type and the *lecrk-I.8–2* mutant with different concentrations of NAD^+^ and tested NAD^+^-induced defense responses. The expression of *PR* genes and resistance to *Psm* ES4326 activated by 0.2 and 0.4 mM NAD^+^ were significantly reduced in the *lecrk-I.8–2* plants compared with those in the wild type, whereas 0.6 mM NAD^+^ induced similar levels of *PR* gene expression and *Psm* ES4326 resistance in the mutant and the wild type (Figure 7). These results are consistent with the remaining NAD^+^ binding activity in the membrane fractions of the *lecrk-I.8–2* mutant, supporting the existence of other NAD^+^ receptors and/or perception mechanisms in *Arabidopsis*.

**Figure 7.**
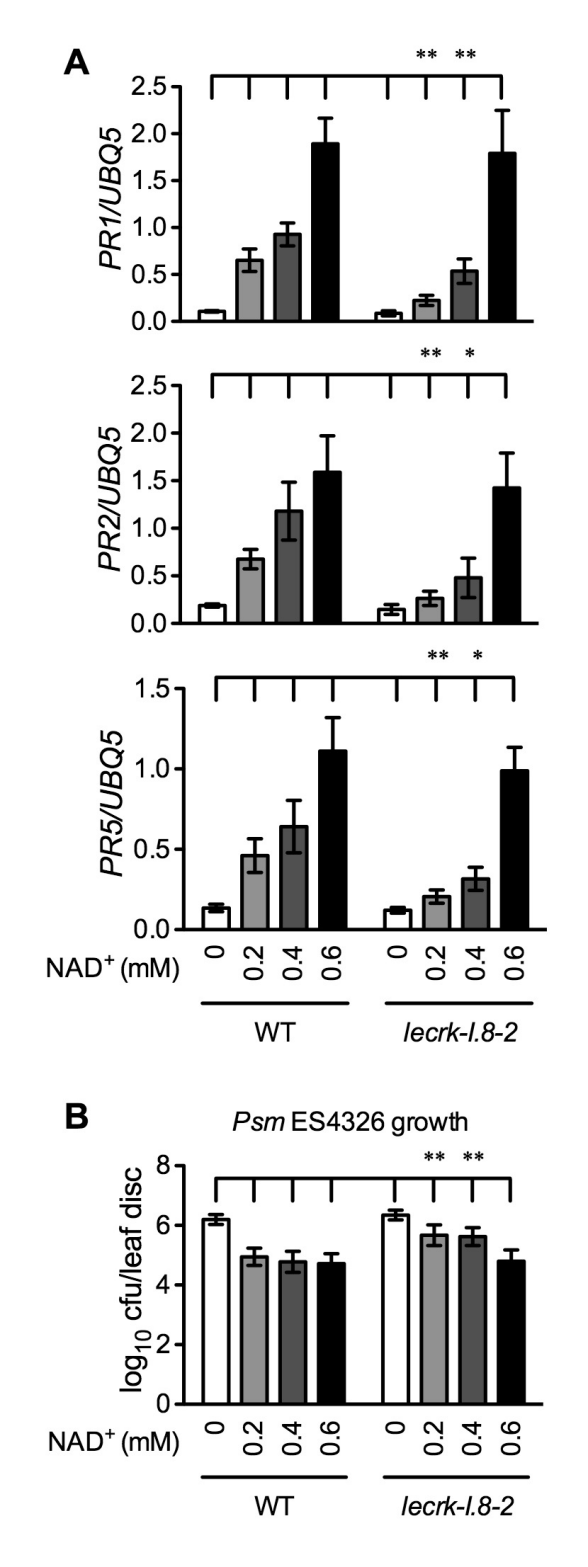
Immune responses induced by different concentrations of NAD^+^ in *lecrk-I.8–2*. (**A**) Comparison of different concentrations of NAD^+^-induced expression of *PR1*, *PR2*, and *PR5* in *lecrk-I.8–2* and the wild type (WT). Leaves of 4-week-old soil-grown plants were infiltrated with the indicated concentrations of NAD^+^. Total RNA was extracted from the infiltrated leaves 20 hr later and subjected to real-time qPCR analysis. Expression was normalized against constitutively expressed *UBQ5*. Data represent the mean of three independent samples with SD. Asterisks indicate significant differences between *lecrk-I.8–2* and the wild type (*p<0.05, **p<0.01, two-way ANOVA). (**B**) Comparison of different concentrations of NAD^+^-induced resistance to *Psm* ES4326 in *lecrk-I.8–2* and the wild type. Leaves of 4-week-old soil-grown plants were infiltrated with the indicated concentrations of NAD^+^. Five h later, the infiltrated leaves were inoculated with a *Psm* ES4326 suspension (OD_600_ = 0.001). The in planta bacterial titers were determined 3 d post-inoculation. Data represent the mean of eight independent samples with SD. Asterisks indicate significant differences between *lecrk-I.8–2* and the wild type (**p<0.01, two-way ANOVA). Experiments were repeated three times with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.019 10.7554/eLife.25474.020Figure 7—source data 1.Immune responses induced by different concentrations of NAD^+^ in *lecrk-I.8-2*.**DOI:** http://dx.doi.org/10.7554/eLife.25474.020

**Figure 7—figure supplement 1.**
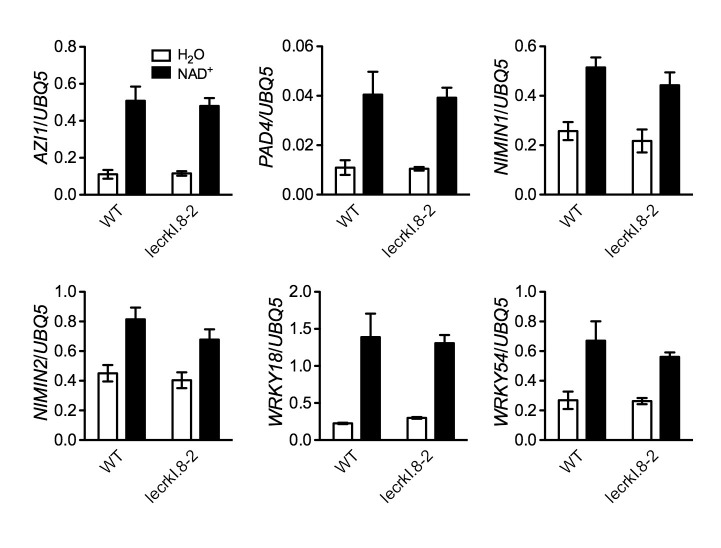
NAD^+^-induced expression of several early defense-responsive genes in the *lecrk-I.8–2* mutant. Four-week-old soil-grown wild-type (WT) and *lecrk-I.8–2* plants were treated with 0.2 mM NAD^+^ solution or water. Leaf tissues were collected 4 hr later for qPCR analysis. Expression levels were normalized against *UBQ5*. Data represent the mean of three independent samples with SD. The experiment was repeated with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.021

### LecRK-I.8 contributes to plant basal immunity

If eNAD^+^ is an endogenous signaling molecule and LecRK-I.8 is an essential cell-surface receptor for eNAD^+^, mutations in *LecRK-I.8* should compromise immune responses. However, in Figures 2D, 6B and 7B, where the plants were infected with *Psm* ES4326 at a high dose (an inoculum of OD_600_ = 0.001) (Clarke et al., 2000), the bacterial pathogen grew to similar levels in mock (water)-treated wild type and *lecrk-I.8* mutants. The high dose is generally used for disease resistance test and may not be able to resolve differences in disease susceptibility (Glazebrook et al., 1996; Clarke et al., 2000). Therefore, we inoculated wild-type and *lecrk-I.8* plants with a low dose (an inoculum of OD_600_ = 0.0001). Under this condition, both *lecrk-I.8–2* and *lecrk-I.8–3* exhibited significantly reduced *PR1* gene induction and significantly enhanced susceptibility to *Psm* ES4326, compared with the wild type and the *dorn1-3* mutant (Figure 8). We also tested biological induction of SAR in the *lecrk-I.8* mutants and found that SAR induction was not affected in all three *lecrk-I.8* alleles (Figure 8—figure supplement 1). Nevertheless, our results demonstrate that the potential eNAD^+^ receptor LecRK-I.8 plays a positive role in plant immunity.

**Figure 8.**
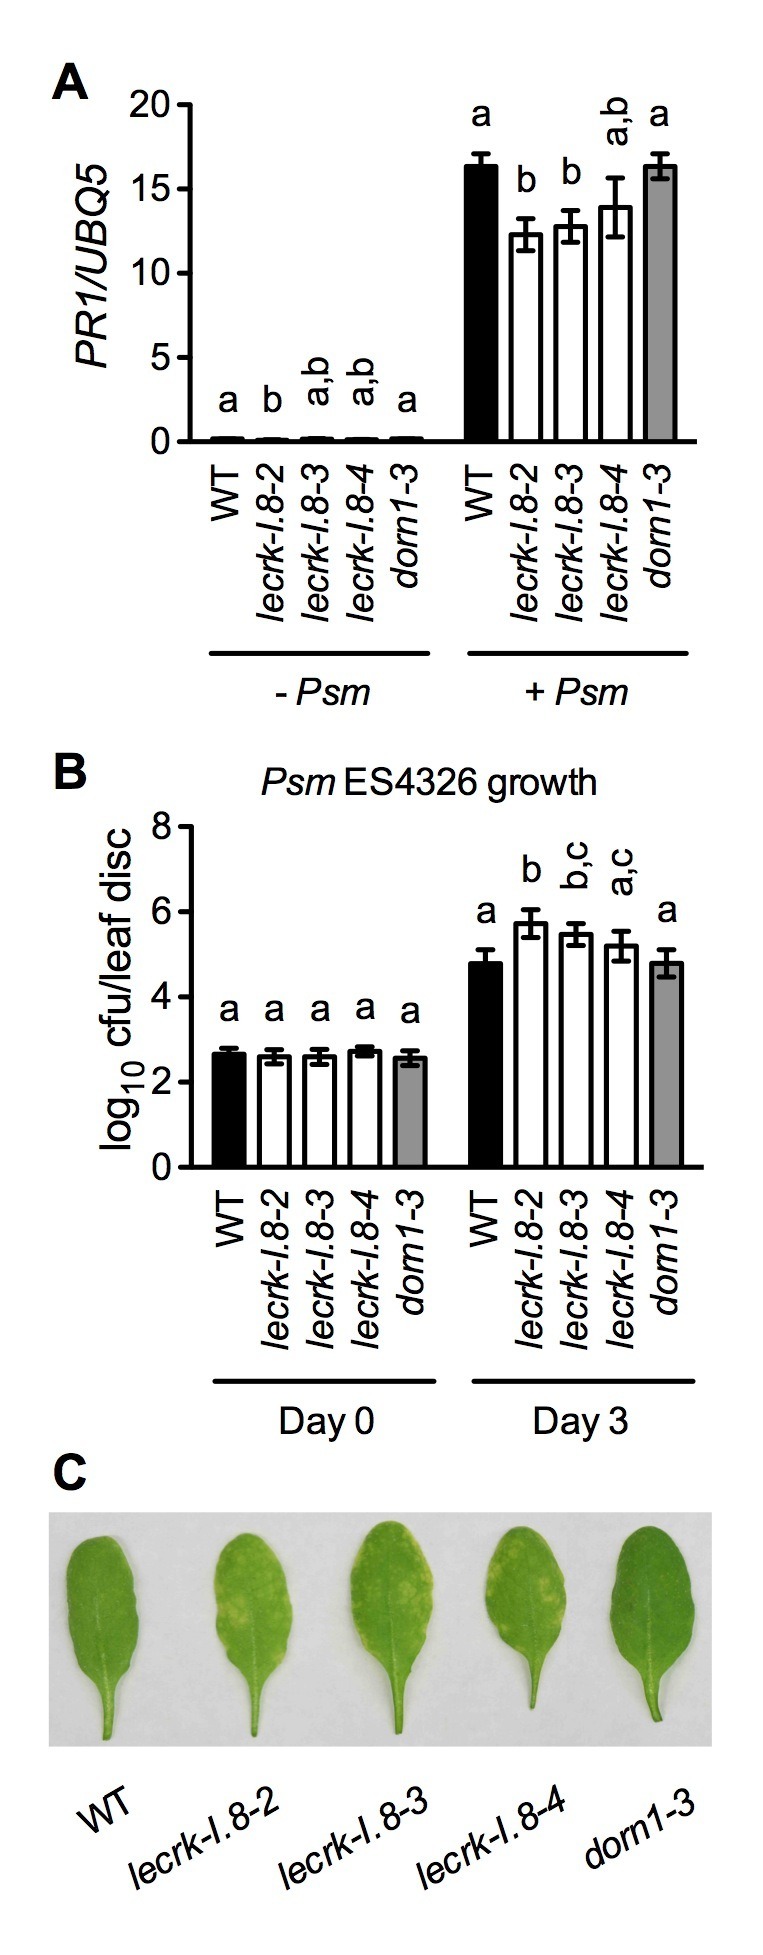
Basal immunity is compromised in the *lecrk-I.8* mutants. (**A**) *Psm* ES4326-induced *PR1* expression was inhibited in the *lecrk-I.8* mutants. Plants were inoculated with (+) or without (−) a *Psm* ES4326 suspension (OD_600_ = 0.0001). Leaf tissues were collected 24 hr post-inoculation for qPCR analysis. Expression was normalized against constitutively expressed *UBQ5*. Data represent the mean of three independent samples with SD. Different letters above the bars indicate significant differences (p<0.05, one-way ANOVA). The comparison was made separately for each treatment. WT: wild type. (**B**) and (**C**), The *lecrk-I.8* mutants were more susceptible to *Psm* ES4326 than the wild type. Plants were inoculated with a *Psm* ES4326 suspension (OD_600_ = 0.0001). The bacterial titers in (**B**) were determined immediately and 3 d post-inoculation. Data represent the mean of eight independent samples with SD. Different letters above the bars indicate significant differences (p<0.05, one-way ANOVA). The comparison was made separately for each time point. Photos showing the disease symptoms in (**C**) were taken 3 d post-inoculation. Experiments in (**A**) and (**B**) were repeated three times with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.022 10.7554/eLife.25474.023Figure 8—source data 1.Basal immunity is compromised in the *lecrk-I.8* mutants.**DOI:** http://dx.doi.org/10.7554/eLife.25474.023

**Figure 8—figure supplement 1.**
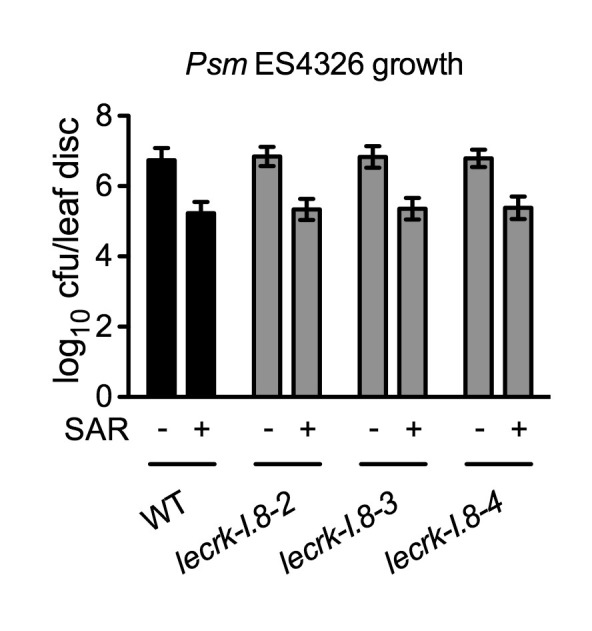
Biological induction of SAR in *lecrk-I.8* mutants. Three lower leaves on each plant were inoculated with *Psm* ES4326 (OD_600_ = 0.002) (+SAR) or mock-treated with 10 mM MgCl_2_ (-SAR). Two days later, two upper uninfected/untreated leaves were challenge-inoculated with *Psm* ES4326 (OD_600_ = 0.001). The *in plants* bacterial titers were determined 3 d after challenge inoculation. Data represent the mean of eight independent samples with SD. The experiment was repeated with similar trends. **DOI:** http://dx.doi.org/10.7554/eLife.25474.024

## Discussion

Here, we present several lines of evidence to demonstrate that LecRK-I.8 is a potential eNAD^+^ receptor in *Arabidopsis*. 

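*LecRK-I.8* (AT5G60280) was measured by 1 probe, which the files place on chromosome 5 from 24279677 to 24279736 in the build that their header names ath1:Jan2004, and which they describe as a lectin protein kinase family protein. Its normalized log2 intensity was 6.68 ± 0.04 (SD, n = 2) in the 0 hr controls, 9.91 ± 0.16 (SD, n = 3) 4 hr after NAD+ and 8.34 ± 0.44 (SD, n = 3) after 24 hr. The log2 fold change at 4 hr was 3.24 (standard error 0.21, *q* = 5.64e-06 from limma), far above the spread between replicates, and that at 24 hr was 1.66 (*q* = 0.000705). The 24 hr samples were below the 4 hr samples by a tested difference of -1.58 (*q* = 0.000138). The probe was well above background in every sample. With 1 sample left out at a time the change at 4 hr stayed between 3.12 and 3.35. Its size depended on the background handling: with an offset of 0 it was 4.15, and the scanner software's own signals gave 4.80. The labels' untreated controls would not share the infiltration, whose effect on this gene these samples cannot separate from that of NAD+.

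**Figure D2:**
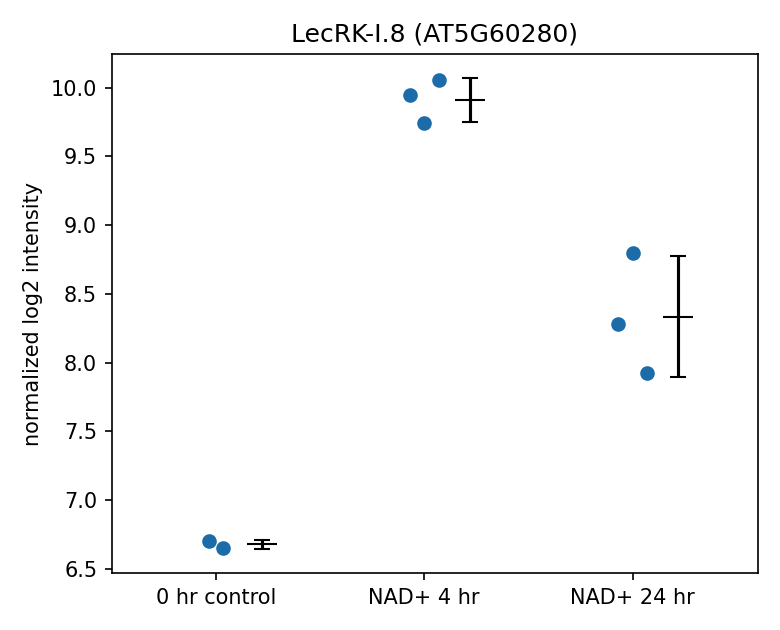
Normalized log2 intensity of *LecRK-I.8* in each sample (points), with the mean and SD of each time point beside them (bar and whiskers, n = 2, 3 and 3). The 4 hr samples lie from 9.74 to 10.05 and the controls at 6.65 and 6.70; the vertical axis does not start at 0.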

First, the *LecRK-I.8* gene is induced by exogenous NAD^+^ (Supplementary file 1B), which is consistent with the observation that receptor-encoding genes are often ligand inducible (Zipfel et al., 2006). Second, LecRK-I.8 is localized in the plasma membrane and possesses an active cytoplasmic kinase domain (Figures 3 and 4). Third, LecRK-I.8 binds NAD^+^, but not NADP^+^, ATP, ADP, or AMP (Figure 5F), and three other LecRKs, DORN1, LecRK-I.3, and LecRK-I.6, do not bind NAD^+^ (Figure 5C and Figure 5—figure supplement 2). Fourth, mutations in *LecRK-I.8* inhibit NAD^+^-induced, but not NADP^+^-, flg22-, and SA-induced, defense responses (Figure 6A and B). Finally, mutations in *LecRK-I.8* compromise basal resistance to the bacterial pathogen *Psm* ES4326 (Figure 8).

NAD^+^ has long been shown to bind to rat brain synaptic membranes (Khalmuradov et al., 1983), and recent studies have also indicated that several purinergic P2X and P2Y receptors are involved in eNAD^+^-induced biological responses (Moreschi et al., 2006; Mutafova-Yambolieva et al., 2007; Grahnert et al., 2009; Klein et al., 2009). However, there has been no direct evidence demonstrating the binding of NAD^+^ to a known cell-surface receptor. Therefore, the identity of eNAD^+^-binding receptors has remained unclear. Our identification of a LecRK as a potential eNAD^+^ receptor suggests that lectin receptors may directly bind NAD^+^, leading to transmembrane signaling. As lectin receptors are widely distributed in both the animal and plant kingdoms (Drickamer and Taylor, 1993; Vaid et al., 2012), and certain animal and plant lectin domains have convergently evolved similar ligand binding architecture (Loris, 2002), animal cells might also use lectin receptors to sense eNAD^+^. This speculation could be tested using receptor-NAD^+^ binding assays.

Identification of a potential eNAD^+^ receptor in *Arabidopsis* provides direct evidence for eNAD^+^ being a bona fide endogenous signaling molecule in plants (Zhang and Mou, 2012). This is consistent with the fact that genes involved in plant immune responses are significantly enriched in the genes upregulated by NAD^+^ and that the majority of the NAD^+^-induced genes are also activated by the bacterial pathogen *Pst* DC3000/*avrRpt2* (Figure 1) (Wang et al., 2013). These results together should eradicate the skepticism concerning the physiological relevance of eNAD^+^ perception in plants (Fu and Dong, 2013). Additionally, given the diverse roles played by eNAD^+^ in animal cells (Billington et al., 2006; Iqbal and Zaidi, 2006; Haag et al., 2007; Adriouch et al., 2012; Mutafova-Yambolieva and Durnin, 2014), further studies with the *Arabidopsis lecrk-I.8* mutants will likely reveal new biological functions for this signaling molecule in plants.

eNAD^+^ may play a role in plant-insect interactions. It has recently been reported that deposition of *P. brassicae* egg batches on *Arabidopsis* leaves induces the SA signaling pathway, which in turn suppresses the JA pathway, thus benefiting the insect progeny (Little et al., 2007; Bruessow et al., 2010). By treatment with *P. brassicae* egg extracts, which mimics the effect of oviposition, Gouhier-Darimont et al. (2013) identified LecRK-I.8 as a potential cell surface receptor for the insect egg-derived elicitors. Although it has been shown that a fraction from purified *P. brassicae* egg lipids is able to induce *PR1* gene expression (Gouhier-Darimont et al., 2013), the identity of the elicitors still remains unknown. Three pieces of evidence generated in this study indicate that the defense-inducing activity of the insect egg extract could be, at least, partially attributed to NAD^+^, and/or that the perception of egg extract may lead to release of cellular NAD^+^ into the extracellular space. First, LecRK-I.8 is potentially a cell surface receptor specific for NAD^+^ (Figure 5). Second, the human NAD(P)-metabolizing ectoenzyme CD38 inhibits *T. ni* egg extract-induced *PR1* gene expression (Figure 6C). 

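The 41 receptor-like kinase genes of Supplementary file 1C were taken by the paper from a study of *P. brassicae* oviposition, so the list was not chosen on these samples. In NAD+-treated leaves at 4 hr, 33 of the 41 were called higher and 0 lower (Fisher's exact test against all other loci, odds ratio 51.1, adjusted p = 3.16e-29, which takes genes as independent; camera with the estimated correlation, adjusted p = 0.0509), and 33 were also higher adjusted over the list alone. Loci that the array describes as receptor-like kinases were raised as a class as well, with 24 of 87 called higher. The odds ratio against all other loci therefore does not single out an overlap with oviposition. All 41 genes of the list had a positive log2 fold change, with a median of 2.01. The highest in the main setting was *CRK45/ARCK1* (AT4G11890) at 5.59, followed by *CRK13* at 4.85. *CRK37* was not well above background in either control and was at least 8.11-fold higher at 4 hr. *LecRK-IV.1* (AT2G37710), for which Supplementary file 1C gives no NAD+ value, had 1.93. The alternatives called 33 to 35 of the 41 genes higher.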

Finally, the majority of *P. brassicae* oviposition-induced receptor-like kinase genes (Little et al., 2007) are also upregulated by exogenous NAD^+^ addition (Supplementary file 1C). Thus, insect eggs appear to use NAD^+^ to alter the SA-JA signaling balance in plants for the benefit of the insect progeny.

It has been shown that eNAD^+^ and eATP play multiple, partially overlapping roles in animal immune cells (Haag et al., 2007). One of the best-studied examples is the mechanism activating the P2X_7_ purinoceptor by eNAD^+^ and eATP in T cells and macrophages (Bartlett et al., 2014; Rissiek et al., 2015). While ATP activates P2X_7_ through direct binding (Surprenant et al., 1996; Rassendren et al., 1997; Chessell et al., 1998), NAD^+^ regulates P2X_7_ in these two different cell types via distinct mechanisms. In T cells, NAD^+^ promotes ART-mediated ADP-ribosylation of P2X_7_, which is sufficient for activation of the purinoceptor (Seman et al., 2003; Adriouch et al., 2008), whereas in macrophages, ADP-ribosylation does not activate P2X_7_ but rather reduces the threshold concentration of ATP needed to turn on the receptor (Hong et al., 2009). Thus, eNAD^+^ and eATP function additively and synergistically in T cells and macrophages, respectively, to regulate P2X_7_ signaling. In contrast, available evidence obtained by studies in *Arabidopsis* indicates that eNAD^+^ and eATP act antagonistically to modulate the SA signaling pathway. eNAD^+^ induces SA accumulation and SA-dependent defense gene expression and disease resistance (Zhang and Mou, 2009), whereas eATP suppresses these defense responses (Chivasa et al., 2009). In agreement with these results, induction of *PR* genes by exogenous NAD^+^ in the eATP receptor mutant *dorn1-3* is significantly enhanced compared with that in the wild type (Figure 2A–C). On the other hand, the *dorn1-3* mutation does not significantly affect basal and NAD^+^-induced resistance to the bacterial pathogen *Psm* ES4326 (Figures 2D and 8B), which may be attributed to the presence of other eATP receptors. Whether knockout of *LecRK-I.8* influences eATP-mediated suppression of SA signaling needs further investigation.

As in animal cells (Ziegler and Niere, 2004), eNAD^+^ is likely perceived by multiple receptors and/or mechanisms in plants. Mutations in *LecRK-I.8* only block 0.2 and 0.4 mM NAD*^+^*-induced, but not 0.6 mM NAD^+^-induced, *PR* gene expression and disease resistance (Figure 7). Furthermore, induction of several early defense responsive genes by 0.2 mM NAD^+^ is not inhibited by the *lecrk-I.8–2* mutation (Figure 7—figure supplement 1). These results indicate that LecRK-I.8 is not the sole eNAD^+^ perception mechanism in *Arabidopsis*. Indeed, the *Arabidopsis* genome contains genes encoding 75 LecRKs (32 G-type, 42 L-type, and 1 C-type) as well as a large number of other RKs and channels (Arabidopsis Genome Initiative, 2000; Vaid et al., 2012), many of which are also NAD^+^ inducible and could potentially encode eNAD^+^ receptors. Thus, a genome-wide survey via NAD^+^ binding assays is warranted for identification of other eNAD^+^ receptors in *Arabidopsis*.

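Among loci that the array describes as lectin kinases, 56 were measured, and at 4 hr 12 were called higher and 4 lower. Called higher were *LecRK-I.8*, *LecRK-VI.1*, *LecRK-VI.2*, *LecRK-VI.3*, *LecRK-I.3*, *LecRK-IV.1*, *HLECRK* (AT3G59700) and 5 loci without a symbol. Called lower were *SD1-13* (AT1G11350) at -1.65, AT3G45430 at -1.70, AT3G53380 at -1.46 and AT5G03140 at -2.20. More were called higher than among other loci (Fisher's exact test, odds ratio 3.34, adjusted p = 0.00233), while camera with the estimated correlation gave an adjusted p of 0.218. The extracellular ATP receptor gene *DORN1* (AT5G60300) changed by -0.71 (*q* = 0.00537 from limma) and was not called.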

It is currently unclear whether eNAD^+^ signaling is specific for *Arabidopsis* or the mustard family (Brassicaceae). Recent genome-wide analyses of LecRKs in multiple plant species revealed that this large family of RKs also exists in other dicots and monocots. For instance, there are 231 LecRKs (180 G-type, 50 L-type, and 1 C-type) in *Populus* (Yang et al., 2016), 173 LecRKs (100 G-type, 72 L-type, and 1 C-type) in rice (Vaid et al., 2012), 263 LecRKs (177 G-type, 84 L-type, and 2 C-type) in bread wheat (Shumayla et al., 2016), and 113 LecRKs (59 G-type, 53 L-type, and 1 C-type) in foxtail millet (Zhao et al., 2016). These results strongly suggest that eNAD^+^ receptors may be broadly distributed in the plant kingdom. Further investigations are needed to test if eNAD^+^ signaling is in play in diverse plant species and to identify eNAD^+^ receptors in these plant species.

## Materials and methods

### Plant materials and growth conditions

The wild type used in this study was the *Arabidopsis thaliana* (L.) Heynh. ecotype Columbia (Col-0). The T-DNA insertion lines used in this study are listed in Supplementary file 1B, and the *dorn1-3* mutant (SALK_042209) was previously described (Choi et al., 2014). The T-DNA insertion lines were obtained from either Arabidopsis Biological Resource Center at The Ohio State University (Columbus, OH) or Nottingham Arabidopsis Stock Center at The University of Nottingham (Nottingham, UK). Homozygous mutant plants of the T-DNA insertion lines were confirmed with primers flanking the T-DNA insertions and the left border primers LBa1, LB3, and o8409 (Supplementary file 1D). The Arabidopsis seeds were sown on autoclaved soil (Sunshine MVP; Sun Gro Horticulture, Agawam, MA) and cold-treated at 4°C for 3 days. Plants were germinated and grown at 22°C to 24°C under a 16-hr-light/8-hr-dark regime. Four-week-old soil-grown plants were used for chemical treatment and pathogen infection.

### Chemical and cabbage looper egg extract treatment

NAD^+^-Na and NADP^+^-Na were dissolved in water, and the pH of the resulting solutions was adjusted to ~6.0 using 0.1 M NaOH. Flg22 was dissolved in water to make a 100 μM stock solution, which was freshly diluted before each experiment. For NAD^+^, NADP^+^, and flg22 treatment, the solution was infiltrated into *Arabidopsis* leaves using a 1 mL needleless syringe. For SA treatment, plants were soil-drenched with 0.5 mM SA, sprayed with 0.5 mM SA plus 0.1% Tween 20, and partially covered with a transparent plastic dome. Cabbage looper eggs were ordered from Benzon Research Inc. (Carlisle, PA). Generation of egg extracts and treatment with egg extracts were conducted as previously described (Gouhier-Darimont et al., 2013).

### Pathogen infection

Inoculation of *Arabidopsis* plants with the bacterial pathogen *Psm* ES4326 was performed by pressure-infiltration using a 1 mL needleless syringe. Eight leaves per genotype/treatment from eight plants were collected immediately after the inoculation and/or 3 d post-inoculation to examine the growth of the pathogen.

### RNA and protein analysis

Total RNA extraction, reverse transcription, and real-time qPCR were performed as previously described (Wang et al., 2015) using gene-specific primers (Supplementary file 1D). Leaf tissues for each independent RNA sample were collected from 12 plants. Protein gel blot analysis was conducted as described previously (Mou et al., 2003).

### Plasmid construction and plant transformation

For subcellular localization study, the DNA fragments encoding mGFP in pRTL2-mGFP and mCherry in pNDH-OCT were amplified using the primers XbaI-SalI-GFPF/XhoI-GFPR and XbaI-SalI-mCherryF/XhoI-mCherryR, respectively. The primers used for plasmid construction are listed in Supplementary file 1D. The PCR products were digested with XbaI and XhoI and cloned into XbaI/SalI-digested pCAMBIA1300S to create pCAMBIA1300S-GFP and pCAMBIA1300S-mCherry. Then the coding regions of *LecRK-I.8* and *AHA2* were amplified using the primers BamHI-flLecRK-I.8F/SalI-flLecRK-I.8R and SacI-AHA2F/SalI-AHA2R, respectively. The PCR products were digested with BamHI or SacI and SalI and cloned into the corresponding sites of pCAMBIA1300S-GFP and pCAMBIA1300S-mCherry, resulting in pCAMBIA1300S-LecRK-I.8-GFP and pCAMBIA1300S-AHA2-mCherry, respectively. For generation of transgenic *Arabidopsis* expressing eLecRK-I.8-GFP, the *LecRK-I.8* fragment encoding the extracellular domain was amplified using the primers EcoRI-ATGLecRK-I.8F and BspHI-eLecRK-I.8R. The PCR products were digested with EcoRI and BspHI and cloned into EcoRI/NcoI-digested pRTL2-mGFP to generate pRTL2-eLecRK-I.8-GFP. Then the 35S:eLecRK-I.8-GFP cassette was recovered using HindIII and subcloned into HindIII-digested and calf intestinal phosphatase-treated pCB302 to produce pCB302-35S:eLecRK-I.8-GFP. For transient expression in *N. benthamiana*, the *LecRK-I.8* fragment encoding the extracellular domain was amplified using the primers SacI-eLecRK-I.8F and SalI-HisHAeLecRK-I.8R. The PCR products were digested with SacI and SalI and cloned into the corresponding sites of the vector pCAMBIA1300S, resulting in the plasmid pCAMBIA1300S-eLecRK-I.8-HA-His. For expression of the MBP-eLecRK-I.8, MBP-eDORN1, MBP-eLecRK-I.3, MBP-eLecRK-I.6, and MBP-LecRK-I.8KD fusion proteins in *Escherichia coli*, DNA fragments encoding the corresponding domains of these proteins were amplified using the primers listed in Supplementary file 1D. The PCR products were digested with appropriate restriction enzymes and cloned into the corresponding sites of pMAL-p2X, generating pMAL-p2X-fragment plasmids. The plasmids pCB302-35S:eLecRK-I.8-GFP, pCAMBIA1300S-eLecRK-I.8-HA-His, pCAMBIA1300S-LecRK-I.8-GFP and pCAMBIA1300S-AHA2-mCherry were introduced into the Agrobacterium strain GV3101(pMP90) and the pMAL-p2X-fragment plasmids were introduced into the *E. coli* strain BL21(DE3) by electroporation.

*Arabidopsis* wild-type Col-0 plants were transformed with Agrobacteria carrying the pCB302-35S:eLecRK-I.8-GFP plasmid following the floral dip protocol (Clough and Bent, 1998). Transient expression in *N. benthamiana* was performed as described previously with slight modifications (Krasileva et al., 2010). Briefly, Agrobacteria carrying pCAMBIA1300S-LecRK-I.8-GFP, pCAMBIA1300S-AHA2-mCherry, or pCAMBIA1300S-eLecRK-I.8-HA-His were suspended in an induction buffer (10 mM MES-KOH, pH 5.6, 10 mM MgCl2 and 100 μM acetosyringone) to an OD_600_ of 0.4, preinduced for 2 to 3 hr at 28°C, and then infiltrated into *N. benthamiana* leaves using a 1 mL needleless syringe. Two to 3 d later, the leaves infiltrated with the Agrobacteria carrying pCAMBIA1300S-LecRK-I.8-GFP/pCAMBIA1300S-AHA2-mCherry and pCAMBIA1300S-eLecRK-I.8-HA-His were used for microscopy analysis and protein purification, respectively.

### Protein purification

For immunoprecipitation, leaf tissues from 3-week-old soil-grown *35S:eLecRK-I.8-GFP* and *35S:GFP* plants were homogenized on ice in extraction buffer (50 mM HEPES, pH 7.5, 50 mM NaCl, 10 mM EDTA, 5 mM DTT, 1% Triton X-100, and protease inhibitors: 50 μg/mL TPCK, 50 μg/mL TLCK, and 0.6 mM PMSF). The homogenates were centrifuged at 20,000 *g* at 4°C for 20 min and the supernatants were transferred to new Eppendorf tubes. Monoclonal anti-GFP antibodies were added to the extracts (1:200). After incubation at 4°C for 1 hr, the antibody bound proteins were precipitated by adding protein G plus-agarose beads to the extracts (20 μL/mL), followed by incubation at 4°C overnight. The beads were then precipitated by centrifugation at 2000 rpm for 5 min, washed 3 times with the extraction buffer without detergent, and then used for immunoblotting and NAD^+^ binding assays. For purification of eLecRK-I.8-HA-His, agroinfiltrated *N. benthamiana* leaf tissues were homogenized on ice in extraction buffer (50 mM Tris-HCl, pH7.5, 150 mM NaCl, 0.1% Triton X-100, 0.2% Nonidet P-40, 6 mM *β*-mercaptoethanol, and protease inhibitors: 50 μg/mL TPCK, 50 μg/mL TLCK, and 0.6 mM PMSF). The homogenates were centrifuged at 20,000 g at 4°C for 20 min and the supernatants were transferred to new Eppendorf tubes. The eLecRK-I.8-HA-His protein was purified using HisPur Cobalt Resin following the manufacturer’s protocol (Thermo Scientific, Waltham, MA). After washing, the resins with bound proteins were used for immunoblotting and NAD^+^ binding assays. For purification of MBP-eLecRK-I.8, MBP-eDORN1, MBP-eLecRK-I.3, MBP-eLecRK-I.6, and MBP-LecRK-I.8KD, a single colony of BL21(DE3) carrying the corresponding plasmid was cultured overnight at 37°C in 5 mL Lysogeny broth (LB) with 50 µg/mL ampicillin. One mL of the seed culture was added to 500 mL fresh LB medium with 50 µg/mL ampicillin and cultured at 37°C with shaking to an OD_600_ of 0.4. Isopropyl *β*-D-1-thiogalactopyranoside was added to a final concentration of 0.3 mM and the culture was allowed to grow for another 16–18 hr at 18°C before the cells were harvested for protein extraction. MBP-fusion proteins were purified with amylose resin according to the protocol supplied by the manufacturer (New England Biolabs, Ipswich, MA).

### NAD^+^ binding assays

NAD^+^ binding experiments were performed following a previously described protocol for brassinolide binding assays (Wang et al., 2001). Briefly, beads with the bound proteins were re-suspended in binding buffer (10 mM HEPES, pH 7.5, 5 mM MgCl_2_) and aliquoted in 86 µL portions for individual binding reactions. For total binding assay, 10 µL binding buffer and 4 µL ^32^P-labeled NAD^+^ (6.25 µM) were added, resulting in 250 nM ^32^P-labeled NAD^+^ in the final 100 µL reaction mixture. ^32^P-labeled NAD^+^ (specific activity 800 Ci/mmol) was purchased from PerkinElmer (Waltham, MA). For nonspecific binding, 10 µL of 2.5 mM unlabeled NAD^+^ and 4 µL ^32^P-labeled NAD^+^ were added, resulting in 250 µM unlabeled NAD^+^ and 250 nM ^32^P-labeled NAD^+^ in the final 100 µL reaction mixture. The mixtures were incubated for 30 min at room temperature with gentle mixing every 5 min. The beads containing the binding reactions were then precipitated by centrifugation at 2000 rpm for 5 min, washed 3 times with the binding buffer, re-suspended in 10 mL scintillation counter liquid per sample, and carefully transferred into scintillation vials. The vials were placed in a Beckman Coulter LS6500 Multi-Purpose Scintillation Counter (Beckman Coulter, Brea, CA) and bound ^32^P-labeled NAD^+^ was quantified by scintillation counting. Specific NAD^+^ binding was calculated by subtracting the nonspecific binding from the total binding. For saturation binding assay, protein G plus-agarose beads with the bound proteins were incubated with different concentrations (50, 200, 500, 1000, and 1500 nM) of ^32^P-labeled NAD^+^ in the absence (for total binding) or presence (for nonspecific binding) of additional 1000-fold unlabeled NAD^+^ in the binding buffer. For competitive binding assay, protein G plus-agarose beads with the bound proteins were incubated with 250 nM of ^32^P-labeled NAD^+^ in the presence of different concentrations (100 nM, 1 µM, 10 µM, 100 µM and 1 mM) of unlabeled nucleotides (NAD^+^, NADP^+^, ATP, ADP and AMP) in the binding buffer. The dissociation constant (*K*d) was calculated by one site specific binding saturation model using GraphPad Prism 5 (www.graphpad.com). Inhibition constant (*K*_i_) values were calculated by importing the data points into GraphPad Prism 5 (www.graphpad.com) using the one site Fit *K*_i_ competition model.

For microsome-based binding assays, microsomes were prepared as previously described with minor modifications (Wang et al., 2001; Caño-Delgado and Wang, 2009). All steps were conducted at 4°C. Arabidopsis plants were grown under a 15-hr-light/9-hr-dark regime for about 6 weeks. Rosette leaf tissues were homogenized with a mortar and pestle in 1 mL/1 gram chilled membrane extraction buffer (20 mM Tris-HCl, pH 7.5, 250 mM mannitol, 5 mM MgCl_2_, 0.1 mM CaCl_2_, and protease inhibitors). Homogenates were filtered through two layers of Miracloth and centrifuged at 10,000 *g* for 10 min at 4°C. The supernatant was centrifuged at 100,000 *g* for 1 hr at 4°C to pellet microsomes. The microsomal pellet was resuspended at a protein concentration of 2 mg/mL in binding buffer (10 mM MES-KOH, pH 5.7, 5 mM MgCl_2_, 0.25 mM CaCl_2_, 0.25 M mannitol, and protease inhibitors). Each binding assay contains 50 μL microsomes, indicated amount (50, 200, 500, 1000 nM) of ^32^P-labeled NAD^+^, 1 mg/mL BSA, with 1000-fold excess unlabeled NAD^+^ for background binding assays. The final reaction volume was brought to 100 μL by adding binding buffer. The binding reactions were incubated for 30 min at room temperature with gentle mixing every 5 min. The bound and free ^32^P-labeled NAD^+^ were separated by filtering the mixture through a glass-fibre filter (Whatman) and washing with 10 mL ice-cold binding buffer, and were quantified by scintillation counting. Binding data were analyzed and plotted using GraphPad Prism 5.

### Kinase assay

The kinase assay was performed as described by Choi et al. (2014) with minor modifications. Briefly, 5 µg of MBP-LecRK-I.8KD and 2 µg of myelin basic protein in a buffer (50 mM Tris-HCl pH7.5, 50 mM KCl, 10 mM MnCl_2_, 10 mM MgCl_2_) plus 1 µL of ATP (0.4 µL ^32^P-labeled ATP, 0.4 µL cold ATP, 0.2 µL H_2_O) in a total volume of 30 µL were incubated at 30°C for 30 min. ^32^P-labeled ATP (specific activity 3000 Ci/mmol) was purchased from PerkinElmer. After SDS-PAGE electrophoresis, the gel was dried and exposed to X-ray film for 3 hr.

### Microarray analysis

Four-week-old soil-grown plants were treated with 1 mM NAD^+^ or water. Total RNA samples extracted from the treated leaves were subjected to microarray analysis. Briefly, RNA concentration was determined on a NanoDrop Spectrophotometer (Thermofisher Scientific, Waltham, MA) and sample quality was assessed using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). cDNA was synthesized from 200 ng of total RNA and used as a template for in vitro transcription in the presence of T7 RNA Polymerase and cyanine labeled CTP’s using the Quick Amp Labeling kit (Agilent Technologies) according the manufacturer’s protocol. The amplified, labeled complementary RNA (cRNA) was purified using the RNeasy Mini kit (Qiagen, Valencia, CA). For each array, 1650 ng of Cy three labeled cRNA was fragmented and hybridized with rotation at 65°C for 17 hr. Samples were hybridized to Arabidopsis 4 × 44 k arrays (Agilent Technologies). The arrays were washed according to the manufacturer’s protocol and then scanned on a G2505B scanner (Agilent Technologies). Data were extracted using Feature Extraction 10.1.1.1 software (Agilent Technologies).

Data (individual signal intensity values) obtained from the microarray probes were background corrected using a *normexp*+*offset* method, in which a small positive offset (*k* = 50) was added to move the corrected intensities away from zero (Ritchie et al., 2007). The resulting data were log transformed (using two as the base) and normalized between individual samples using quantile normalization (Smyth, 2005). After normalization, a linear model was fitted on each gene for comparison using the *limma* package in R (Ritchie et al., 2015). To control false discovery rate (FDR) and correct for multiple hypothesis testing, a *q* value was calculated and used to assess the significance of each test (Benjamini and Hochberg, 1995). A probe-by-probe comparison was performed between different treatments using water treatment as the reference sample. In each comparison, a *q* value and fold change (FC) were computed for each gene locus. The gene expression fold changes were computed based on the normalized log-transformed signal intensity data. The comparison results were further explored to obtain numbers of overlapped genes between NAD^+^ treatment and *Pst* DC3000/*avrRpt2* infection. Pathway and gene ontology analysis were performed on deferentially expressed genes using DAVID Bioinformatics Resources (Huang et al., 2009).

### Microscopy

N.*N. benthamiana* leaf tissues were mounted in water and viewed with a Zeiss confocal LSM 5 Pascal microscope (Jena, Germany). GFP was visualized using an excitation wavelength of 488 nm and a bandpass 505 to 530 nm emission filter and mCherry was visualized using an excitation of 543 nm and a bandpass 600 to 680 nm emission filter.

### Statistical methods

Statistical analyses were performed using the one-way ANOVA and the two-way ANOVA in Prism 5.0b (GraphPad Software, La Jolla, CA).

### Accession numbers

The accession numbers of the microarrays discussed in this manuscript are GSE76568 and GSE38986 in Gene Expression Omnibus.

# Supplementary material for: A lectin receptor kinase as a potential sensor for extracellular nicotinamide adenine dinucleotide in Arabidopsis thaliana
**Source:** eLife. 2017 Jul 19;6:e25474. doi: 10.7554/eLife.25474
**Supplement:** Supplementary file 1. — (B) Receptor-like genes induced by NAD+ treatment. (C) Receptor-like kinase genes induced by P. brassicae oviposition and/or NAD+ treatment. (D) Primers used in this study. DOI: http://dx.doi.org/10.7554/eLife.25474.025

**Supplementary file 1**

**Supplementary file 1A. Well-known defense genes affected by NAD^+^ treatment**

* *q* values bigger than 0.05 were marked in bold.

**Supplementary file 1B. Receptor-like genes induced by NAD^+^ treatment**

| AGI  locus | Gene  name | NAD^+^/Water  (at 4 h) | | AGI description | Homozygous T-DNA insertion lines |
| --- | --- | --- | --- | --- | --- |
|  |  | Log_2_ (FC) | *q* value |  |  |
| At4g23215 |  | 3.655 | 0.012 | Pseudogene of cysteine-rich receptor-like protein kinase family protein | SALK_105169 |
| At5g01540 | *LecRK-VI.2* | 3.596 | 0.015 | L-type lectin receptor kinase-VI.2 | SALK_070801, SAIL_796_E11, SAIL_1146_B02 |
| At5g60280 | *LecRK-I.8* | 3.239 | 0.012 | L-type lectin receptor kinase-I.8 | SALK_066416, SALK_005125, SALK_206382 |
| At2g13790 | *SERK4* | 2.368 | 0.037 | Somatic embryogenesis receptor-like kinase 4 |  |
| At2g13800 | *SERK5* | 2.075 | 0.023 | Somatic embryogenesis receptor-like kinase 5 | SALK_071634, SALK_147275 |
| At1g21250 | *WAK1* | 2.069 | **0.053*** | Cell wall-associated kinase 1 | SALK_107175, GABI_891F01 |
| At1g21240 | *WAK3* | 1.983 | 0.024 | Cell wall-associated kinase 3 | SALK_038813 |
| At4g28490 | *RLK5* | 1.937 | 0.042 | Receptor-like protein kinase 5 | SALK_021905, SALK_015074 |
| At3g45860 | *CRK4* | 1.904 | 0.036 | Cysteine-rich receptor-like kinase 4 | SALK_063969, SALK_089138 |
| At3g21900 |  | 1.739 | 0.023 | Receptor-like protein kinase-related family protein |  |
| At1g69270 | *RPK1* | 1.535 | 0.017 | Receptor-like protein kinase 1 | SALK_208360 |
| At5g01550 | *LecRK-VI.3* | 1.513 | 0.042 | L-type lectin receptor kinase-VI.3 |  |
| At5g41290 |  | 1.405 | 0.037 | Receptor-like protein kinase-related family protein |  |
| At3g08870 | *LecRK-VI.1* | 1.349 | 0.038 | L-type lectin receptor kinase VI.1 |  |
| At1g16110 | *WAKL6* | 1.313 | 0.028 | Wall associated kinase-like 6 |  |
| At1g11330 |  | 1.29 | 0.043 | S-locus lectin protein kinase family protein | SALK_143489 |
| At3g45410 | *LecRK-I.3* | 1.227 | **0.145** | L-type lectin receptor kinase I.3 | SAIL_710_D02 |
| At1g72930 | *TIR* | 1.2 | **0.203** | Toll/interleukin-1 receptor-like | SALK_204689 |
| At1g61370 |  | 1.172 | 0.033 | S-locus lectin protein kinase family protein | SALK_126675, SALK_087761 |
| At5g67280 | *RLK* | 1.053 | **0.071** | Receptor-like kinase | SALK_080358 |
| At5g46330 | *FLS2* | 1.064 | **0.061**^*^ | Flagellin-sensitive 2 |  |
| At5g20480 | *EFR* | 1.177 | 0.018 | Ef-Tu receptor |  |
| At3g21630 | *CERK1* | 1.652 | **0.088** | Chitin elicitor receptor kinase 1 |  |
| At4g33430 | *BAK1* | 1.342 | 0.022 | BRI1-associated receptor kinase 1 |  |
| At2g19190 | *FRK1* | 5.396 | 0.012 | Flg22-induced receptor-like kinase 1 |  |

* *q* values bigger than 0.05 were marked in bold.

**Supplementary file 1C. Receptor-like kinase genes induced by *P. brassicae* oviposition and/or NAD^+^ treatment**

| AGI Locus | Gene Name | *P. brassicae* 72 h^a^  log_2_ (FC) | NAD^+^ 4 h  log_2_ (FC) |
| --- | --- | --- | --- |
| At5g47850 | *CCR4* | 1.422 |  |
| At4g23200 | *CRK12* | 1.339 | 2.891 |
| At4g23220 | *CRK14* | 1.144 | 2.348 |
| At4g23190 | *CRK11*/*RLK3* | 1.417 | 2.136 |
| At4g23150 | *CRK7* | 2.63 | 2.179 |
| At3g45860 | *CRK4* | 1.17 | 1.904 |
| At4g23260 | *CRK18* | 1.275 |  |
| At4g23320 | *CRK24* | 1.09 |  |
| At4g23210 | *CRK13* | 1.401 | 4.738 |
| At4g04490 | *CRK36* | 2.42 | 3.354 |
| At4g04500 | *CRK37* | 2.278 | 3.024 |
| At4g11890 | *CRK45*/*ARCK1* | 1.993 | 5.292 |
| At2g37710 | *LecRK-IV.1* | 1.546 |  |
| At3g53810 | *LecRK-IV.2* | 1.163 |  |
| At5g01540 | *LecRK-VI.2* | 2.536 | 3.596 |
| At5g60280 | *LecRK-I.8* | 2.516 | 3.239 |
| At2g32800 | *LecRK-S.2*/*AP4.3A* | 0.864 |  |
| At1g66880 |  | 1.982 | 2.164 |
| At5g15730 | *CRLK2* | 1.176 | 1.05 |
| At1g51890 |  | 1.975 | 4.802 |
| At5g45800 | *MEE62* | 1.86 |  |
| At3g14840 | *LIK1* | 1.021 | 1.226 |
| At3g09010 |  | 1.444 | 2.227 |
| At1g16670 |  | 1.014 | 1.757 |
| At5g48380 | *BIR1* | 1.305 | 2.008 |
| At5g42440 |  | 1.029 | 2.437 |
| At1g74360 |  | 1.281 | 1.935 |
| At4g28490 | *HAESA*/*RLK5* | 1.305 | 1.937 |
| At1g09970 | *RLK7* | 1.516 | 1.628 |
| At5g25930 |  | 1.731 | 2.187 |
| At3g47090 |  | 1.084 | 1.411 |
| At1g35710 |  | 0.824 | 2.56 |
| At4g39270 |  | 1.531 | 1.751 |
| At5g58540 |  | 1.669 |  |
| At2g39660 | *BIK1* | 1.043 | 1.406 |
| At1g14370 | *APK2A*/*RBL2* | 1.454 | 2.236 |
| At4g35600 | *CX32*/*KIN4* | 1.084 | 1.42 |
| At5g47070 |  | 0.782 | 1.657 |
| At5g51770 |  | 0.949 |  |
| At1g61380 | *LORE*/*SD1-29* | 1.077 | 1.474 |
| At4g18250 |  | 2.07 | 2.643 |

^a^Data were taken from Little et al. (2007) and changed to log_2_ (FC).

**Supplementary file 1D. Primers used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

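Leaf RNA of *Arabidopsis thaliana* Col-0 was measured in 8 samples on 4 Agilent 2-colour arrays of 1 slide, read in 1 scan: 2 controls, 3 samples 4 hr after 1 mM NAD+ and 3 samples 24 hr after it. The sample labels place the controls at 0 hr, untreated, while the paper calls its reference water treatment. Sample, time point, array and dye were taken from the labels, and the dose from the paper. Slide and scan were the same for all arrays and could not act as batches, so array and dye were the technical blocks examined.

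The authors deposited the scanner software's output (Feature Extraction 10.1.1.1), in which the values of each spot are the intensity of the spot, the intensity of its local background and a processed signal that the software had background-subtracted and dye-normalized. The deposited intensities are not normalized between arrays. The deposited signal of the software was used as an alternative. Each file also holds 70 other columns with values per channel, which were not used. The flags for spots well above background, saturated spots and outlier spots were read from the same files.

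From the intensities, normexp background correction with an offset of 50 was fitted on all 45220 spots of each channel, values were log2 transformed, and the 43803 spots that are not controls were quantile normalized across the 8 channels. The 719 values of spots marked as outliers were left out, saturated spots were kept, and spots of a probe were averaged, which gave 43603 probes with 672 missing values. A probe was given a locus where the files name one, from the systematic name for 38413 probes and from the gene name otherwise, 39057 in all. This gave 29043 loci, of which 28608 were in the reference table of the TAIR10.1 assembly, used for symbols alone and not for coordinates, since the files name another build. Where a locus had several probes, as 7744 did, the probe with the highest mean over all samples was used. The share of spots well above background was 69.4% to 72.5% per sample. The number of arrays limits the precision.

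Differences between time points were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with all 8 samples in 1 fit by time point, which leaves 5 residual degrees of freedom, and Benjamini-Hochberg adjustment over all probes. A locus was called at an absolute log2 fold change of at least 1 and a *q* value of at most 0.05. Gene lists were tested with Fisher's exact test, fry and camera, with camera's correlation both preset and estimated. The lists were those of Supplementary files 1A, 1B and 1C, 11 sets by words in the gene descriptions, and 3 lists of morning clock genes, evening clock genes and JA MYC-branch genes. Where a probe was not well above background in any sample of a group, a bound was computed, in which each sample of that group counts with the higher of its lowest signal well above background and the probe's own signal.

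The fit was tested on simulated data in which 200 of the 29043 loci were changed by 2 on the log2 scale, in either direction. At 4 hr 192 were recovered with 0 false calls, 194 at 24 hr with 1, and 189 between 4 hr and 24 hr with 0. The changed loci were drawn from probes well above background in every sample, and noise was independent between samples. Fewer loci were changed than the 4302 called at 4 hr. The recovery therefore does not cover dim probes, changes near the threshold or a change of that extent.

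The genes named in the text are those with the largest changes that had every NAD+ sample on the same side of the samples compared and were well above background in the higher group (3 in each direction against the controls at each time point, 2 in each direction between the time points), the genes of the paper's supplementary lists and its text, and those of the marker lists. The paper's values for its own genes were seen before this choice. *SARD1* at AT1G73805 and AT5G41280 were added after their values were seen. The alternatives were other background corrections and normalizations, a filter on dim probes, dye as a covariate, array as a random block, replicate number as a block, the arrays' log ratios, the mean over a locus's probes, the 2 time points alone, and each sample left out in turn. They, the tests and the lists were set before the data were examined, except where the closing part says otherwise. The overlap with bacterial infection in Figure 1B and the gene ontology terms of Figure 1A were not analysed here.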

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

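The tests of the clock genes' cause, of each control alone, the simulations with 24 hr unchanged, and the tests of the loci that also differ from the 4 hr samples and of the loci changed the same way at both times were chosen after the results were seen; the other tests were set before.

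The paper does not report on the 24 hr samples. Against the 0 hr controls, 882 loci were called higher and 743 lower at 24 hr by limma. *PR1* had a log2 fold change of 6.62 (standard error 0.55, *q* = 7.18e-05) and *PR2* (AT3G57260) of 4.93, and each was higher in 3 of 3 samples, with *PR1* above background in 1 of 2 controls. At 4 hr, by contrast, *PR1* was not called and *PR2* was at 0.03 (-0.81 to 0.86 with 1 sample left out at a time); the difference between the 2 time points was itself called, at 5.37 for *PR1* and 4.90 for *PR2*. The other large increases at 24 hr were those of AT2G44240 (7.50, above background in 1 of 2 controls) and *CHI* (AT2G43570, 5.93). *CHI* ranged from 4.52 to 7.31 with 1 sample left out at a time. The large decreases were those of AT1G07050 (-5.85), *ELF4* (-5.35) and *GER3* (-5.28). With the dye as a covariate 1647 loci were called at 24 hr, and without either control at least 1587, against 1625, so dye bias and 1 unusual control do not explain the count. Of the lists that the study chose at 4 hr, 2 of 13 PTI pathway genes, 8 of 19 SA pathway genes, 10 of 17 NPR1 targets and 7 of 25 genes of Supplementary file 1B were called higher at 24 hr, and 0, 1, 1 and 1 lower; all 4 JA/ET pathway genes were called lower. Of the oviposition list, 16 of 41 were called higher and 0 lower. Chance values of the 2 controls, which both comparisons share, were to be tested by the correlation of the log2 fold changes at 4 hr and 24 hr: *r* was 0.43 across loci (Spearman 0.36; loci are not independent replicates), against 0.580 to 0.624 in 100 simulations with both times unchanged. That test decides nothing, since the change at 4 hr lowers *r* whatever happened at 24 hr; with 4 hr as measured and 24 hr unchanged, the simulated *r* was 0.074 to 0.124. With control replicate 1 alone 1602 loci were called at 24 hr, of which 1294 were called in the same direction with control replicate 2 alone and 0 in the opposite one. The root mean square log2 difference over loci was at least 0.52 between a control and a 24 hr sample, and at most 0.27 within a time point. These root mean squares argue against chance values of the 2 controls as the whole cause, but not against a difference that both controls share. A comparison that leaves the controls out argues against the controls as the cause for part of the loci: 567 of those called at 24 hr were called in the same direction against the 4 hr samples. It does not show NAD+ as their cause, since 24 hr samples taken at another time of day could give such loci too. Of the 22 listed clock genes, 18 were called in each of these comparisons. For the 810 loci called in the same direction at both times, 0 in each simulation with 24 hr unchanged, a difference of the controls for a reason other than NAD+ cannot be told apart from a lasting effect of NAD+, since no second set of controls was analysed.

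The time points differed from each other: 1855 loci were called higher and 2156 lower at 24 hr than at 4 hr, and 89 were called in opposite directions against the controls at the 2 time points. All of the PTI pathway genes but 1 fell from 4 hr to 24 hr past the threshold (12 of 13 called lower). In the main setting, the largest changes between them were those of AT2G44240 (7.33), *COL2* (5.78), AT2G38240 (-6.21) and AT1G07050 (-5.81). Of the 10 splits of the 6 NAD+ samples into 3 and 3, 1, the real one, gave as many called loci, and the other 9 gave 0 by limma, with 105 to 1357 loci at an unadjusted p under 0.05, against 14620 in the real one; with 10 splits this count alone cannot exclude chance. Each of the 8 samples lay closest to the other samples of its time point (0 closer to another), which argues against a mislabelled sample among the 3 groups.

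The listed clock genes moved at 24 hr. The 10 evening clock genes had a median log2 fold change of -3.05, with 10 of 10 called lower (fry, adjusted p = 1.42e-05), and the 12 morning clock genes 1.66, with 8 of 12 called higher (adjusted p = 4.52e-05); camera with the estimated correlation gave 0.0752 for each list. Against the 4 hr samples the medians were -3.45 and 1.80. With the dye as a covariate the evening median was -3.04, so dye bias does not explain it. The opposite directions fit 24 hr samples taken at another time of day than the controls, which the labels, with 24 hr between them, do not give. A treatment effect on the clock cannot be told apart from this by the morning median of 1.66, since no water-treated sample at 24 hr was analysed.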

How the results depend on the processing

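The alternatives were set before the data were examined, 11 settings and 8 that leave out 1 sample each. Of the 247 values that the 13 main results took under them, 245 stayed within 1.5 times the count reported, or kept their direction and side of the threshold. The other 2 were the counts at 24 hr from the scanner software's processed signals, 1392 loci higher and 1406 lower against 882 and 743 in the main setting; the cause was not tested. Of the loci called at 24 hr in the main setting, 97.7% were called in the same direction with those signals.

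Across the settings other than leaving out a sample, 2068 to 2940 loci were higher at 4 hr and 1813 to 3096 lower, 726 to 1392 higher at 24 hr and 578 to 1406 lower, and 1695 to 2695 higher at 24 hr than at 4 hr and 1986 to 3037 lower. With 1 sample left out at a time, 2138 to 2305 loci were higher at 4 hr and 2039 to 2193 lower, 826 to 920 higher at 24 hr and 704 to 796 lower, and 1760 to 2007 higher at 24 hr than at 4 hr and 2038 to 2293 lower. With 1 control left out, the remaining control is assumed to vary like the other groups. The share of calls that were higher at 4 hr was 51.2%, and between 48.7% and 56.5% under other scalings and the log ratios. The arrays' log ratios shared the fewest calls at 24 hr, 76.7% of those in the main setting.

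The listed genes were called as often, within 1.5 times, under every alternative: 49 to 52 genes of Supplementary file 1A, 21 to 23 of 1B and 33 to 35 of 1C. *LecRK-I.8* at 4 hr ranged from 3.12 to 4.80 and *PDF1.2* from -3.86 to -2.74.

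Of 817 values of named genes and marker lists under the alternatives, 808 kept their side of the threshold, 5 were no longer past it, 4 were newly past it, and of the values past it 0 reversed. Of the values not past it, those of *PR2* at 4 hr, the evening clock genes at 4 hr and the JA MYC-branch genes at 24 hr changed sign in at least 1 alternative. *PR1* at 4 hr was called without control replicate 2 (2.22, *q* = 0.00768), without NAD+ 4 hr replicate 1 (1.67, *q* = 0.0378) and from the log ratios (1.03, *q* = 0.0399), and fell to 0.28 without control replicate 1. *PR5* at 4 hr lost its call without control replicate 1 (0.72, *q* = 0.254), NAD+ 4 hr replicate 2 (1.09) and NAD+ 4 hr replicate 3 (1.30). *RLK* lost its call with median scaling (-0.92) and from the log ratios (-0.90). The JA MYC-branch genes at 4 hr, with an adjusted p of 0.673 by fry, had 0.0159 without NAD+ 24 hr replicate 1 at a median of -0.39, so 1 sample decides that test.

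No pairing by replicate number was seen: deviations of same-numbered samples from their group means correlated with *r* from -0.17 to 0.16. Those of differently numbered samples correlated with *r* from -0.31 to 0.23. With 2 or 3 samples per group the deviations constrain each other, so these values cannot exclude a pairing. With the replicate block, 2245 loci were higher and 2163 lower at 4 hr, 868 and 713 at 24 hr, and 1857 and 2154 between the time points.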

Differences from the paper's values

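The paper's tables give a log2 fold change at 4 hr for 100 genes. For 97 of them a fold change was measured here. In 96 of these the sign was the same, in 72 the values lay within the larger replicate SD of the controls and the 4 hr samples, and the median absolute difference was 0.06. In the other 25 they did not. For 2 more, *WRKY59* (the paper's value 1.703) and *CRK37* (the paper's value 3.024), the controls were not well above background here. The bounds of at least 3.85-fold and 8.11-fold are not over 1.5 times the paper's fold. This does not show agreement, since the fold can be larger, and the bound of *WRKY59* is that of its brightest probe alone. The last, AT5G41290, higher in the paper's table, was not well above background in any sample here. Of the 25, in the following genes no alternative brought the value within the error. For *NIMIN2* the paper's value is 4.308 and the value here 4.55. For AT1G73850 the paper's value is 3.892 and the value here 0.060. For *PAD4* the paper's value is 4.234 and the value here 4.71. For *NUDT7* the paper's value is 3.852 and the value here 4.24. For *SERK5* the paper's value is 2.075 and the value here 2.21. For *CRK4* the paper's value is 1.904 and the value here 2.08. For *TIR* the paper's value is 1.2 and the value here 2.21. For *RLK* the paper's value is 1.053 and the value here -1.08. For AT5G42440 the paper's value is 2.437 and the value here 2.57. For *RLK7* the paper's value is 1.628 and the value here 1.86.

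In the following genes the named alternatives, set before the data were examined, brought the value within the error, and the others did not. For *CERK1* the paper gives 1.652 and the value here was 1.55 (within the error with offset 0, loess and Aquantile, median scaling and replicate block, or leaving out control replicate 1, NAD+ 4 hr replicate 1 or NAD+ 4 hr replicate 3). For *EDS5* the paper gives 3.687 and the value here was 3.83 (within the error with loess and Aquantile, dye covariate and mean of the locus's probes, or leaving out control replicate 2, NAD+ 4 hr replicate 1 or NAD+ 4 hr replicate 3). For *CRT2* the paper gives 2.46 and the value here was 2.71 (within the error with leaving out control replicate 2). For *PDIL1-3* the paper gives 2.047 and the value here was 3.01 (within the error with mean of the locus's probes). For *SHD* the paper gives 2.491 and the value here was 3.01 (within the error with median scaling, or leaving out control replicate 1). For *BIP* the paper gives 3.807 and the value here was 4.18 (within the error with mean of the locus's probes, or leaving out control replicate 1). For *CNX1* the paper gives 3.359 and the value here was 3.99 (within the error with mean of the locus's probes, or leaving out control replicate 1). For *WRKY18* the paper gives 3.949 and the value here was 4.88 (within the error with mean of the locus's probes). For *WRKY54* the paper gives 1.194 and the value here was 1.39 (within the error with leaving out NAD+ 4 hr replicate 3). For *WAK1* the paper gives 2.069 and the value here was 2.33 (within the error with leaving out control replicate 1). For *LecRK-VI.1* the paper gives 1.349 and the value here was 1.49 (within the error with the software's processed signals, dye covariate and mean of the locus's probes, or leaving out control replicate 1, NAD+ 4 hr replicate 1 or NAD+ 4 hr replicate 3). For *CRK14* the paper gives 2.348 and the value here was 2.54 (within the error with mean of the locus's probes). For *CRK45/ARCK1* the paper gives 5.292 and the value here was 5.59 (within the error with mean of the locus's probes, or leaving out control replicate 2). For AT1G16670 the paper gives 1.757 and the value here was 1.84 (within the error with the log ratios, or leaving out control replicate 2, NAD+ 4 hr replicate 1 or NAD+ 4 hr replicate 2). For AT4G18250 the paper gives 2.643 and the value here was 3.08 (within the error with mean of the locus's probes, or leaving out NAD+ 4 hr replicate 3).

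Supplementary files 1A and 1B mark *q* values above 0.05 in bold, for 9 genes. The *q* values here were smaller in general: of the 73 genes with a *q* value in these files, 71 had a smaller one here, each by over 1.5 times, with a median of 1.66e-05 against the paper's 0.026; the other 2 were AT1G73850 and AT5G41290. The 9 genes above the paper's threshold were among the 71. For *FLS2* the paper's *q* is 0.061 and that here 0.000125. For *CERK1* the paper's *q* is 0.088 and that here 3.24e-05. For *ALD1* the paper's *q* is 0.052 and that here 0.000131. For *PR1* the paper's *q* is 0.483 and that here 0.101, within 1.5 times of the paper's only without control replicate 1. For *PR5* the paper's *q* is 0.182 and that here 0.0292, within 1.5 times of the paper's only without control replicate 1. For *WAK1* the paper's *q* is 0.053 and that here 0.000131. For *LecRK-I.3* the paper's *q* is 0.145 and that here 0.0051. For *TIR* the paper's *q* is 0.203 and that here 0.000154. For *RLK* the paper's *q* is 0.071 and that here 0.000779. For the other 7 of these no alternative came within 1.5 times the paper's *q*. Of the 9 genes, 8 were called here, *RLK* in the opposite direction from the paper's table, and *PR1* was not. The values here for *TIR* rest on 1 control, since the other was marked as an outlier, so its *q* value and call have an arm of 1 sample.

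Supplementary file 1A names AT1G73850 as *SARD1*, and the reference annotation AT1G73805, which had 4.08 here. Supplementary file 1B lists AT5G41290, which was not above background here, while the adjacent AT5G41280, chosen after its value was seen, was above background at 4 hr and in neither control, and was at least 2.42-fold higher at 4 hr. Supplementary file 1C gives no NAD+ value for *LecRK-IV.1*, which was called higher here at 1.93; the 32 genes with a paper value were all called higher. The paper's numbers of changed genes, 2155 upregulated and 2014 downregulated, lie within 1.5 times of those here, 2202 and 2100.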

Other observations

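The tests of the controls' time of day and of time of day by the root mean square were chosen after the results were seen; the tests of time of day by medians, wounding, dye, controls and labels at 4 hr were set before.

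Whether the 4 hr changes could come from the design was tested in several ways. With the dye as a covariate 4242 loci were called, and without either control at least 4286, against 4302, so neither dye bias nor 1 unusual control explains the count. For time of day, the evening clock genes had a median log2 fold change of 0.26 at 4 hr (0 of 10 called) and the morning clock genes -0.24, with 2 called higher and 2 lower, and members of both lists went both ways (-0.43 to 0.80 and -2.07 to 1.44). These medians decide nothing, so a smaller effect of time of day cannot be told apart from NAD+. By the root mean square, the clock genes moved 0.95 times as much as all loci at 4 hr (0.80 to 1.01 under the alternatives), against 5.32 times at 24 hr (4.05 to 5.55), which argues against time of day as the whole cause of the 4 hr changes. For wounding by infiltration, which the labels' untreated controls would not share, the 13 JA MYC-branch genes had a median of -0.39 at 4 hr, with 0 called higher and 2 lower. Members went both ways (-1.92 to 0.96), 1 sample decides the test by fry, and suppression of JA genes could hide an induction, so wounding cannot be told apart from NAD+ by this list.

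A hypothesis is that the controls were taken at the time of day of the 4 hr samples, as water-treated samples of that time would be. Over the 22 listed clock genes the root mean square log2 difference was 0.77 between the controls and the 4 hr samples, against 2.80 between controls and 24 hr samples and 3.09 between the 2 NAD+ time points; over all loci it was 0.82, 0.53 and 0.76. The smaller clock difference at 4 hr than at 24 hr is consistent with this hypothesis, but cannot show which treatment the controls had.

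The reference gene *UBQ5* (AT3G62250) had a log2 fold change of 0.49 at 4 hr (*q* = 0.0235, not called) and -0.02 at 24 hr. *GST1* (AT1G02930) had 4.90 and 2.01.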
